# Integrating Transcriptomic and ChIP-Seq Reveals Important Regulatory Regions Modulating Gene Expression in Myometrium during Implantation in Pigs

**DOI:** 10.3390/biom13010045

**Published:** 2022-12-26

**Authors:** Weiwei Wang, Caiqin Cao, Botao Zhang, Feiyu Wang, Dadong Deng, Jianhua Cao, Hua Li, Mei Yu

**Keywords:** pigs, implantation, myometrium, regulatory regions, H3K27ac, H3K4me3

## Abstract

The myometrium is the outer layer of the uterus. Its contraction and steroidogenic activities are required for embryo implantation. However, the molecular mechanisms underlying its functions remain unknown in pigs. The myometrium includes the inner circular muscle (CM) and the outer longitudinal muscle (LM) layers. In this study, we collected the CM and LM samples from the mesometrial side (named M) of the uterus on days 12 (pre-implantation stage) and 15 (implantation stage) of pregnancy and day 15 of the estrous cycle. The transcriptomic results revealed distinct differences between the uterine CM and LM layers in early pregnancy: the genes expressed in the LM layer were mainly related to contraction pathways, whereas the transcriptional signatures in the CM layer on day 15 of pregnancy were primarily involved in the immune response processes. Subsequent comparisons in the CM layer between pregnant and cyclic gilts show that the transcriptional signatures of the CM layer are implantation-dependent. Next, we investigated the genome-wide profiling of histone H3 lysine 27 acetylation (H3K27ac) and histone H3 lysine 4 trimethylation (H3K4me3) in pig uterine CM and LM layers. The genomic regions that had transcriptional activity and were associated with the expression of genes in the two layers were characterized. Taken together, the regulatory regions identified in the study may contribute to modulating the gene expression in pig uterine CM and LM layers during implantation.

## 1. Introduction

Litter size is one of the most economic traits in swine production. Multiple factors and processes determine the pregnancy outcome. Success in implantation and embryo development is required to achieve a large litter size. The uterus plays a fundamental role in implantation and embryo development during pregnancy. Structurally, the uterus consists of three layers: the endometrium, myometrium, and perimetrium [1]. An endometrium is where the embryo implants and resides during pregnancy. Thus, its role in embryo implantation has been studied intensively and well-determined [2,3,4,5,6]. The myometrium consists of two layers of smooth muscle. Its primary function is to generate uterine contraction and steroidogenic activity, which are also required for implantation [7,8,9].

Much progress has been made toward understanding the physiological mechanisms of myometrial activity in implantation. In polytocous species such as rabbits, mice, rats, and pigs, it is ideal that embryos can implant evenly along the uterine horns. Thus, intrauterine embryo spacing is a common event during pre-implantation. The mechanical force generated by the myometrial activity of the uterus is essential in the migration of embryos in the uterus [9,10,11]. In addition, the myometrium also plays an endocrine role during implantation. Many studies have demonstrated that the pig myometrium could produce prostaglandins, steroid hormones (such as androgens and estrone), and insulin-like growth factor-1 (IGF-1). Moreover, multiple factors, such as interleukin-1β (IL1β), were found to regulate the endocrine role of the myometrium [12,13,14,15]. On the other hand, there have been advances toward understanding the molecular background of myometrial activity. Several studies investigated the transcriptomic profiles of pig myometrium during implantation. Many genes involved in contracting, steroid and prostaglandins synthesis, innate immune response, and immunomodulation were highly expressed in the myometrium [7,15,16,17]. The findings indicate that, in addition to the contracting activity, pig myometrium has an essential role in creating an optimal environment for embryo implantation.

The myometrium includes the inner circular muscle (CM) layer and the outer longitudinal muscle (LM) layer [18,19,20]. The CM layer is exclusively innervated by cholinergic nerves, whereas the LM layer is mainly innervated by adrenergic nerves [21,22,23,24,25]. In addition, the responsiveness of the CM and LM layers to bioactive substances is different. For example, the CM layer is more sensitive to 5-hydroxytryptamine [26] than the LM layer, while the LM layer is more sensitive to acetylcholine [27], norepinephrine [23], and histamine [28] than the CM layer. Thus, the role of the CM and LM layers may differ during implantation. Indeed, it has been reported that vascular smooth muscle cells (vSMCs) contain contractile and synthetic phenotypes that differ in marker expression, morphology, and activity [29,30]. Furthermore, switching from a contractile to synthetic vSMC phenotype can respond to various physiological changes [31,32,33]. Therefore, investigating the transcriptional regulation of genes in uterine CM and LM tissues will provide further evidence for exploring the molecular mechanism of the role of the myometrium in embryo implantation.

Gene regulation involves multiple factors, such as transcription factors, cofactors, non-coding RNAs, and histone modifications [34,35]. Histone modifications, such as methylation and acetylation, play a critical role in regulating gene expression by affecting the chromatin structure and modifying the access of transcription factors and RNA polymerases to gene promoters [36]. H3K4me3 and H3K27ac are the two well-studied histone modifications. H3K4me3 is enriched in the promoter region, while H3K27ac marks the proximal and distal regions of the transcription start site (TSS). Recent studies revealed that H3K4me3 and H3K27ac could regulate various biological processes, such as embryonic development [37,38,39,40,41,42]. Our previous study has identified the genomic localization of H3K4me3 and H3K27ac in pig placentas by chromatin immunoprecipitation sequencing (ChIP-seq) [43]. Recently, many studies investigated the architecture of chromatin in multiple tissues from different pig breeds and characterized the function of the *cis*-regulatory elements marked by H3K4me3 and H3K27ac in the pig genome [44,45,46,47,48]. A recent study revealed that the myometrium undergoes a cascade of epigenetic events during active labor and postpartum in the mouse model, indicating that histone modifications contribute to regulating gene expression in the myometrium [49]. However, little is known about the chromatin landscape on a genome-wide scale in pig myometrium during implantation.

In the present study, we collected the myometrial samples (including the CM and LM layers) from pregnant pigs (days 12 and 15) and cyclic pigs (day 15) and carried out the RNA-seq and ChIP-seq. For the first time, this study (1) characterized the transcriptional signatures in pig uterine CM and LM layers during implantation, and (2) identified the regulatory regions important to gene expression in the two layers during implantation. The data will provide valuable resources for understanding the mechanisms involved in implantation and identifying functional variants in the pig genome.

## 2. Materials and Methods

### 2.1. Sample Collection

All animal procedures were performed according to the protocols approved by the Huazhong Agricultural University Ethics Committee (HZAUSW-2016-015). The estrus behavior of Yorkshire gilts was observed using healthy boar. Then, (1) uterine samples were collected from the gilts on day 15 of the estrous cycle (*n* = 3 gilts), and (2) the rest of the gilts were naturally mated with boar at the onset of the second estrus (Day 0), and again 12 h later, and uterine samples were collected on days 12 and 15 of pregnancy (*n* = 3 gilts/day). The uterus was quickly placed on ice and cut into 10–15 cm segments. The uterine segments were flushed with cold RNase-free phosphate-buffered saline (PBS), and pregnancy was confirmed by the presence of conceptuses in uterine flushing. The uterine samples not flushed with PBS were embedded in precooled optimum cutting temperature (OCT) compound (SAKURA Tissue-Tek, Torrance, CA, USA), snap-frozen in liquid nitrogen, and stored at −80 °C. Next, the endometrium from the mesometrial (named M) side was removed with sterile scalpel blades at −30 °C. Subsequently, the circular muscles (named CM) and longitudinal muscles (named LM) were carefully separated and collected, respectively. All samples were stored at −80 °C.

### 2.2. RNA Library Construction and RNA-Seq Data Analysis

The uterine circular muscles (CM) and longitudinal muscles (LM) were collected from the mesometrial side (named M). Six types of pig myometrium samples were used for RNA-seq (*n* = 3 gilts each). The sample types included: (1) CM and LM collected from the mesometrial side of the uterus on day 12 of pregnancy (named GD12M_CM and GD12M_LM, respectively), (2) CM and LM collected from the mesometrial side of the uterus on day 15 of pregnancy (named GD15M_CM and GD15M_LM, respectively), and (3) CM and LM collected from the mesometrial side of the uterus on day 15 of the estrous cycle (named CD15M_CM and CD15M_LM, respectively). Total RNA was isolated using the HP Total RNA Kit (R6812, Omega Bio-tek, Norcross, GA, USA) according to the manufacturer’s instructions. The quality, concentration, and integrity of the total RNA were determined using the NanoDrop spectrophotometer (BIO-DL, Shanghai, China), Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA, USA), and Bioanalyzer 2100 system (Agilent, Santa Clara, CA, USA), respectively. A total of 18 libraries (*n* = 3 gilts per sample type) were constructed for RNA sequencing using the Illumina HiSeq X Ten (PE150) platform (Novogene, Beijing, China). The reads were mapped to the *Sus scrofa* genome assembly 11.1 (ENSEMBLE: ftp://ftp.ensembl.org/pub/release-93/gtf (accessed on 24 June 2021)) with HISAT2 (v2.1.0) [50]. The mapped reads were assembled by HTSeq (v0.9.1) [51]. Information on the quality of the RNA-seq data is listed in Table S1. Hierarchical clustering and principal component analysis of the annotated genes were performed using R (v4.0.5). Differentially expressed genes (DEGs) were identified using DESeq2 [52]. The DEGs between the uterine CM and LM were analyzed using the paired design. In contrast, the DEGs between days 15 and 12 of pregnancy and between day 15 of pregnancy and day 15 of the estrous cycle were analyzed using the unpaired design, respectively. The Benjamini–Hochberg method was used to determine the false discovery rate (FDR)-adjusted *p*-values. Genes with adjusted *p*-value < 0.05, |log_2_foldchange| > 1 and base mean > 100 were identified as DEGs. The Venn analysis of the DEGs was performed using Venny (v2.1.0) (https://bioinfogp.cnb.csic.es/tools/venny/index.html (accessed on 14 December 2022)). Gene ontology (GO) analysis for the DEGs was carried out using DAVID Bioinformatics Resources (2021 Update) (https://david.ncifcrf.gov/ (accessed on 16 May 2022)) [53].

### 2.3. Quantitative Real-Time PCR

Quantitative real-time PCR (qRT-PCR) was carried out to validate the RNA-seq data in the same RNA samples used for RNA sequencing. The total RNA was reverse-transcribed into cDNA using FastKing gDNA Dispelling RT SuperMix (Tiangen Biotech, Beijing, China) according to the manufacturer’s instructions. The gene-specific primers are listed in Table S1. The glyceraldehyde 3-phosphate dehydrogenase (GAPDH) gene was used as a control [15]. The qRT-PCR was performed using Hieff UNICON^®^ qPCR SYBR Green Master Mix (Yeasen, Shanghai, China) in a Bio-Rad CFX384 Touch Real-Time PCR Detection System (Bio-Rad Laboratories, Hercules, CA, USA). The paired or unpaired Student’s *t*-test in R (v4.0.5) was used for statistical analysis. A *p*-value of < 0.05 was considered statistically significant.

### 2.4. ChIP-Seq Library Construction and Sequencing

To investigate the regulatory mechanisms underlying the pregnancy-dependent transcriptional changes on day 15, we examined the genome-wide profiling of H3K27ac and H3K4me3 in three types of myometrium samples (GD15M_CM, GD15M_LM, and CD15M_CM). The samples (*n* = 2 gilts for each type) were ground to a fine powder in liquid nitrogen and processed using the Cleavage Under Targets and Tagmentation (CUT&Tag) method [44,54] with minor modifications. The ChIP-grade antibodies H3K4me3 (ab8580, Abcam, Cambridge, UK) and H3K27ac (ab4729, Abcam, Cambridge, UK) were used in this study. The samples were lysed with precooled lysis buffer at 4 °C for 10 min, and resuspended in wash buffer (150 mM NaCl, 30 mM HEPES (pH 7.5), 0.5 mM spermidine, and protease inhibitor). Then, the nuclei were counted. Next, 10 µL Concanavalin A beads were mixed in 100 µL binding buffer (10 mM KCl, 1 mM MnCl_2_, 30 mM HEPES (pH 7.5), and 1 mM CaCl_2_). After discarding the supernatant, 10 µL binding buffer was re-added to equilibrate the beads. Approximately 100,000 nuclei were resuspended in wash buffer, mixed with equilibrated Concanavalin A beads, rotated, and incubated for 15 min at room temperature. Then, the beads were resuspended in a mixture containing 0.05% digitonin, 1.5 mM EDTA, and a 1:50 diluted primary antibody, rotated, and incubated for 3 h at room temperature. After incubation, the beads were washed three times with Dig-wash buffer (150 mM NaCl, 30 mM HEPES (pH 7.5), 0.5 mM spermidine, 0.05% digitonin, and protease inhibitor), and incubated with pA-Tn5 (1:100) in 100 µL Dig-300 buffer (450 mM NaCl, 30 mM HEPES (pH 7.5), 0.5 mM spermidine, 0.01% digitonin, and protease inhibitor) for 1 h at room temperature. Next, the beads were washed three times with Dig-300 buffer, resuspended in 100 µL tagmentation buffer (1 mM MgCl_2_ and Dig-300 buffer), and incubated on a ThermoMixer at 37 °C for 1 h. After discarding the supernatant, the beads were suspended in 150 µL elution buffer and incubated on a ThermoMixer at 65 °C for 1 h. Similarly, after discarding the supernatant, 250 µL TE buffer and protease K were added to the beads and incubated on a ThermoMixer at 55 °C for 6 h. After incubation, 400 µL saturated phenol was added to the supernatant, mixed well, and centrifuged at 15,000 rpm for 5 min at room temperature. After this, 5 M NaCl, glycogen, and precooled 100% ethanol were sequentially added to the supernatant to precipitate the DNA, eluted with precooled 75% ethanol and solubilized with 30 µL ddH_2_O. The immunoprecipitated DNA and immunoprecipitated control (IgG) were purified. ChIP-seq libraries were constructed following the manufacturer’s instructions for Illumina, and were sequenced on an Illumina NovaSeq PE150 platform (Yingzi Gene Technology, Wuhan, China).

### 2.5. ChIP-Seq Data Analysis

The clean data were mapped to the *Sus scrofa* genome assembly 11.1 with BWA (v0.7.17-r1188) [55]. The duplicate reads and low-quality reads (MAPQ < 25) were filtered out using SAMtools (v1.9) [56] and Picard (v2.8.3). Information about the number and quality of reads in ChIP-seq data is listed in Table S1. To identify the H3K4me3 and H3K27ac peaks, replicates of ChIP-seq data were pooled and the peak calling was performed by MACS2 (v2.2.6) [57] with 3 kb extension regions. 

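The peak lists analysed here are the ones called on the pooled replicates, 1 list per mark and group. Each list gives a peak's position on the Sus scrofa 11.1 assembly, its fold enrichment over the IgG control, and −log10 of its p-value, as MACS2 wrote them for the authors. These values belong to single peaks of pooled libraries and were used only to describe, rank or filter peaks within their own list. Peaks were at least 200 bp long, and the longest was 51801 bp, an H3K4me3 peak of CD15M_CM. The median H3K4me3 peak was 760 bp in GD15M_CM, 1007 bp in GD15M_LM and 800 bp in CD15M_CM, and the median H3K27ac peak was 513, 606 and 559 bp in the same order. Because a domain of signal can be called as several neighbouring peaks, the number of peaks depends on how they are joined. Counting peaks of 1 list less than 1 kb apart as 1 lowered the H3K4me3 count of GD15M_CM to 21403.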

The modifications of H3K4me3 and H3K27ac were normalized with IgG files as controls using bamCompare of deepTools (v3.5.1) [58]. The enrichment profiles were performed using computeMatrix and plotHeatmap of deepTools. The annotation of modification regions of H3K4me3 and H3K27ac were achieved using ChIPpeakAnno (v3.0.0) [59] and ChIPseeker (v1.26.2) [60]. The modification regions of H3K4me3 and H3K27ac in the uterine CM and LM layers were differentially analyzed using DiffBind (v3.4) [61], and regions with the false discovery rate (FDR) < 0.05 were defined as differential modification regions.

### 2.6. Dual-Luciferase Reporter Assays

The binding sites of transcription factors in the differential histone modification regions within the TSS ± 1 kb region of the DEGs were predicted by the JASPAR database (2022) (https://jaspar.genereg.net/ (accessed on 10 August 2022)) [62]. A dual-luciferase reporter assay was used to validate the promoter activity. The promoter sequences of the DEGs were cloned into the pGL3-Basic vector (Promega, Madison, WI, USA) using the restriction sites of HindIII and XhoI (NEB, Beijing, China) to construct target gene vectors. All constructed vectors were verified by DNA sequencing. The primers for the dual-luciferase reporter assay are listed in Table S1. Vectors were co-transfected with PK15 cells using Lipofectamine 2000 (Invitrogen, Carlsbad, CA, USA), with the pRL-TK (Promega, Madison, WI, USA) and pGL3-Basic vectors as internal and negative controls, respectively. Then, 24 h after transfection, the cells were collected and detected using the Dual-Luciferase Reporter Gene Assay Kit (Yeasen, Shanghai, China). Each target gene vector was assayed with three biological replicates and at least four technical replicates. A *p*-value < 0.05 for the Student’s *t*-test was considered significant.

## 3. Results

### 3.1. Distinct Transcriptional Signatures in Pig Uterine Circular and Longitudinal Muscles during Implantation

The transcriptome data were obtained from four types of myometrium samples (GD12M_CM, GD12M_LM, GD15M_CM, and GD15M_LM) (Table S1). The hierarchical clustering and principal component analyses revealed the discrimination among the four types based on the transcriptome data (Figure S1A,B). Next, we identified the differentially expressed genes (DEGs) from four comparisons, of which two were for identifying the DEGs between the two layers (GD12M_CM vs. GD12M_LM; GD15M_CM vs. GD15M_LM), and the other two were for identifying the DEGs between the days of pregnancy (GD15M_CM vs. GD12M_CM; GD15M_LM vs. GD12M_LM) (Table S2). The results showed that the number of DEGs between the CM and LM layers on days 12 and 15 of pregnancy was much more than that of DEGs between the days of pregnancy (Figure 1A and Figure S1C,D).

Therefore, the GO analysis was restricted to the DEGs identified between the two layers on days 12 and 15 of pregnancy. Briefly, on day 12 of pregnancy, in addition to the common pathways enriched in the genes upregulated in the two layers, smooth muscle contraction pathways were mainly enriched for genes upregulated in the LM layer other than the CM layer (Figure 1B). On the other hand, on day 15 of pregnancy, the upregulated genes in the LM layer were enriched in terms similar to those enriched for DEGs identified between the two layers on day 12 of pregnancy, but the upregulated genes in the CM layer were significantly associated with immune response, the positive regulation of interferon-gamma production, antigen processing and presentation, and T cell receptor binding (Figure 1B; Table S2). Taken together, we found that (1) most of the upregulated genes in the LM layer were related to the smooth muscle contraction pathways, and (2) the transcriptional signatures of the CM layer changed from day 12 to day 15 of pregnancy and became distinctly different from those of the LM layer on day 15 of pregnancy.

### 3.2. Transcriptional Signatures of GD15M_CM Were Pregnancy-Dependent and Distinct from CD15M_CM

We next investigated whether the transcriptional signatures in GD15M_CM were associated with conceptus implantation. The analyses were performed by integrating the transcriptional data of the uterine smooth muscles (including LM and CM) from the M side of the uterus on day 15 of pregnancy and day 15 of the estrous cycle. The hierarchical clustering and principal component analysis indicated the discrimination among the different types based on the transcriptome data (Figure S2A,B). Subsequent analyses found that 385 and 143 DEGs were identified from the comparisons of GD15M_CM vs. CD15M_CM and GD15M_LM vs. CD15M_LM, respectively (Table S2). Figure 2 shows a distinct difference in the enriched GO terms between GD15M_CM and CD15M_CM. The upregulated genes in GD15M_CM were mainly related to immune response processes; however, the upregulated genes in CD15M_CM were associated with calcium ion binding, cytoskeleton, and extracellular matrix (Table S2). The findings suggest that transcriptional signatures in the CM layer on day 15 of pregnancy might be pregnancy-dependent.

### 3.3. Validation of the Expression Patterns of the Differentially Expressed Genes

Our RNA-seq data shows that *ADRA2A* (Adrenoceptor alpha 2A), one of the 9 adrenergic and 18 cholinergic receptor genes, was highly expressed in the LM layer (Figure 3A). *ADRA2A* is a G protein-coupled receptor that regulates smooth muscle contraction through the phosphatidylinositol signaling pathway [63,64]. As expected, the expression of some genes in the phosphatidylinositol and Ca^2+^-CaM signaling pathways was detected in our RNA-seq data (Figure 3B). The genes included *PLCB3* (Phospholipase C beta 3), *PLCB4* (Phospholipase C beta 4), *ITPR1* (Inositol 1,4,5-trisphosphate receptor type 1), *IRAG1* (Inositol 1,4,5-triphosphate receptor associated 1), *CAMKK1* (Calcium/calmodulin dependent protein kinase kinase 1), *MYL9* (Myosin light chain 9), and *PPP1R14A* (Protein phosphatase 1 regulatory inhibitor subunit 14A). Consistently, the qRT-PCR confirmed the expression patterns of the genes listed above, and also the genes of *MYH11* (Myosin heavy chain 11) and *SMTN* (Smoothelin), two smooth muscle contraction marker genes [65,66] (Figure S3A,B).

On the other hand, our RNA-seq data revealed that the expressions of genes in the cellular response to interferon-gamma and the antigen processing and presentation pathways were highly expressed in the GD15M_CM (Figure 3C). The genes included: (1) IFNG-regulated genes, including *GBP1* (Guanylate binding protein 1), *IRF1* (Interferon regulatory factor 1), *STAT1* (Signal transducer and activator of transcription 1), *STAT2* (Signal transducer and activator of transcription 2), and *NLRC5* (NLR family CARD domain containing 5); (2) Major histocompatibility complex (MHC) class I-related genes, including *PSMB8* (Proteasome 20S subunit beta 8), *PSMB9* (Proteasome 20S subunit beta 9), *PSMB10* (Proteasome 20S subunit beta 10), *TAP1* (Transporter 1, ATP binding cassette subfamily B member), and *B2M* (Beta-2-microglobulin); (3) MHC class II-related genes, including *CIITA* (Class II major histocompatibility complex transactivator), *SLA-DMA* (SLA-DM alpha chain), *SLA-DMB* (MHC class II, DM beta), and *SLA-DRB1* (MHC class II histocompatibility antigen SLA-DRB1); and (4) T cell-related genes, including *CD3E* (CD3 epsilon subunit of T cell receptor complex), *CD3D* (CD3 delta subunit of T cell receptor complex), *CD8A* (CD8a molecule), *LCK* (LCK proto-oncogene, Src family tyrosine kinase), and *ZAP70* (Zeta chain of T cell receptor-associated protein kinase 70). Expectedly, the qRT-PCR results confirmed that those genes were expressed at significantly higher levels in the GD15M_CM (Figure S3C,D).

### 3.4. Genome-Wide Maps of H3K4me3 and H3K27ac in Pig Uterine Smooth Muscle

ChIP-seq of H3K4me3 and H3K27ac was performed in three types of myometrium samples (GD15M_CM, GD15M_LM, and CD15M_CM) (Figure 4A; Table S3), focusing on investigating the regulatory mechanisms underlying the pregnant-dependent transcriptional changes identified in the uterine CM and LM layers. 

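H3K4me3 marks active promoters and H3K27ac marks active promoters and enhancers. Both marks and an IgG control were profiled in the circular muscle of pregnant gilts (GD15M_CM), the longitudinal muscle of pregnant gilts (GD15M_LM) and the circular muscle of cyclic gilts (CD15M_CM), all on day 15 and with n = 2 gilts per group. The DNA at antibody-bound sites was cut with a protein A-Tn5 fusion, the procedure known as CUT&Tag. Depth is known from the paper's Table S1. Its reported numbers of high-quality reads for H3K4me3 were 65958691 and 63560703 in GD15M_CM, 72472546 and 61756270 in GD15M_LM, and 58991290 and 65546875 in CD15M_CM. For H3K27ac they were 52536460 and 60548495, 78516821 and 65150397, and 60399001 and 73850249 in the same order of groups. The IgG libraries were smaller, between 21042323 and 33418307 high-quality reads. Both gilts of a group were pooled before peak calling, so no difference between these lists could be set against the spread between gilts. The authors called 33599 H3K4me3 peaks in GD15M_CM, 31910 in GD15M_LM and 36331 in CD15M_CM. The corresponding numbers of H3K27ac peaks were 79877, 57010 and 82037. The choice that moved these counts most was a strict threshold, −log10 p of at least 10 and fold enrichment of at least 5. It left 15753, 16598 and 16484 H3K4me3 peaks and 9711, 11306 and 10200 H3K27ac peaks. For both marks GD15M_LM thus had the fewest peaks among all peaks and the most among the strict ones. Positions were compared with the RefSeq gene models of the same assembly, which were used here without strand. A peak was therefore assigned to a gene when it lay within 3 kb of either end of the gene, not of the TSS alone.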

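The position of every peak on the 18 autosomes, X and Y was measured against the ends of the 28210 RefSeq genes placed there. Of the H3K4me3 peaks, 69.7% in GD15M_CM (95% Wilson interval 69.2 to 70.2), 65.9% in GD15M_LM (65.4 to 66.4) and 65.2% in CD15M_CM (64.7 to 65.7) lay within 3 kb of a gene end. A further 23.0%, 25.7% and 26.3% overlapped a gene body farther from its ends, and 7.32%, 8.37% and 8.51% lay outside genes. Fewer H3K27ac peaks were close to a gene end, 36.4% in GD15M_CM (36.1 to 36.8), 40.5% in GD15M_LM (40.1 to 40.9) and 35.0% in CD15M_CM (34.7 to 35.3). For this mark 47.8%, 44.4% and 48.7% were in gene bodies and 15.7%, 15.1% and 16.3% outside genes. The intervals cover counting error only. The same peaks placed at random positions on their chromosomes would lie within 3 kb of a gene end in 13.3% to 15.6% of cases across the 6 lists. The window moved these shares most for H3K4me3: within 1 kb, the share in GD15M_CM was 46.3%. For H3K27ac it was the strict threshold, under which the share in GD15M_CM rose to 67.2%. The TSS could not be told from the other gene end here. Of 15189 protein-coding genes longer than 6 kb, 62.2% had an H3K4me3 peak of GD15M_CM at 1 end only and 14.6% at both.

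**Figure D1:**
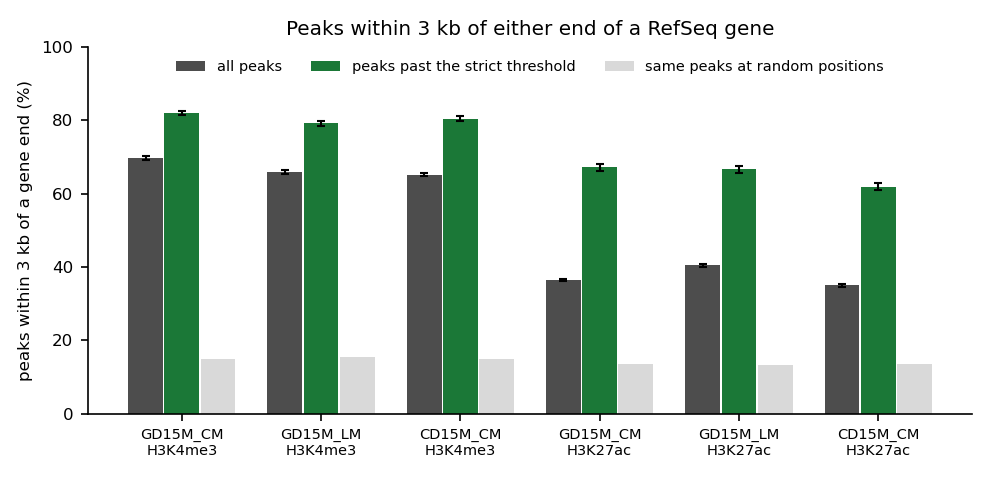
Share of peaks within 3 kb of either end of a RefSeq gene (y axis, percent) for the 6 peak lists (x axis), for all peaks, for peaks past the strict threshold and for all peaks moved to random positions on their chromosome. Error bars are 95% Wilson intervals; in all 6 lists the strict peaks lay closer to gene ends than all peaks, and every share of H3K4me3 was higher than the H3K27ac share of the same group and threshold.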

As shown in Figure 4B–D, the H3K4me3 and H3K27ac signals peaked within ± 3 kb from the transcription start site (TSS), and most modification regions of H3K4me3 were in the promoter region, while most of the modification regions of H3K27ac were in the intron and distal intergenic region. 

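Before the signal at single regions is compared, the overlap of the lists shows how many peaks they had in common. A peak was counted as shared when at least 1 bp of it was covered by a peak of the other list. Of the 33599 H3K4me3 peaks of GD15M_CM, 82.0% (95% Wilson interval 81.6 to 82.4) overlapped a peak of CD15M_CM, and 67.4% (66.9 to 67.8) of the CD15M_CM peaks overlapped one of GD15M_CM. For H3K27ac the shares were 68.3% (67.9 to 68.6) and 62.9% (62.5 to 63.2). Peaks found in only 1 of both lists were weaker, with a median fold enrichment of 3.53 against 6.38 for the shared H3K4me3 peaks of GD15M_CM. The strict threshold in both lists moved these shares most. It raised the share of GD15M_CM peaks found in CD15M_CM to 93.3% for H3K4me3 and lowered it to 50.8% for H3K27ac.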

We next compared the differential histone modification regions between GD15M_CM and CD15M_CM and between GD15M_CM and GD15M_LM. 

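Each differential region between GD15M_CM and CD15M_CM in the paper's Table S4 was looked up in the peak lists of both groups, and the highest fold enrichment among the overlapping peaks was expressed as its percentile within its own list, with 0 for no peak. Because the regions were found on the same libraries, the comparison describes these lists and is no independent test. Of the 1637 H3K4me3 regions, 1376 held a peak in both lists, 179 in GD15M_CM only and 82 in CD15M_CM only. The group with the higher signal in the paper's table also had the higher percentile at 82.8% of the regions (95% Wilson interval 80.9 to 84.5). More of the regions were higher in CD15M_CM (1020) than in GD15M_CM (617), and the percentiles followed the table at 78.7% of the former (76.1 to 81.1) and at 89.5% of the latter (86.8 to 91.6). Ranking by −log10 p in place of fold enrichment moved the overall share most, to 89.7%. The 19 H3K27ac regions all held a peak in 1 list only, 17 in GD15M_CM and 2 in CD15M_CM. In the paper's table the largest H3K4me3 Fold toward GD15M_CM was 10.28, at 84462 to 88198 of the unplaced scaffold AEMK02000333.1, where the GD15M_CM peak had a percentile of 89.7 and no CD15M_CM peak was listed. The largest toward CD15M_CM were −13.63 at SAL1 (chromosome 1, 253641213 to 253642849) and −13.42 at NMUR2 (chromosome 16, 70659512 to 70663088), both annotated as promoters, with CD15M_CM percentiles of 54.0 and 67.9 and no GD15M_CM peak. The largest H3K27ac Fold after the same scaffold was 7.03, in an intron of PRKD1 (chromosome 7, 69809041 to 69809379), at a GD15M_CM percentile of 89.4. Both H3K27ac regions higher in CD15M_CM, near HTR4 and GYPC, held weak peaks with percentiles of 1.60 and 2.69.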

A total of 1,637 and 19 differential histone modification regions were identified between GD15M_CM and CD15M_CM for H3K4me3 and H3K27ac, respectively. In addition, 11,538 and 6536 differential histone modification regions were identified between GD15M_CM and GD15M_LM for H3K4me3 and H3K27ac, respectively (FDR < 0.05; Table S4).

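The peak lists of the circular and longitudinal layers overlapped less than those of pregnant and cyclic circular muscle when counted from GD15M_CM. Of its H3K4me3 peaks, 75.1% (95% Wilson interval 74.7 to 75.6) overlapped a GD15M_LM peak and 8352 did not. Of its H3K27ac peaks, 52.2% (51.9 to 52.6) overlapped one and 38154 did not. From the GD15M_LM side the shares were 70.9% (70.4 to 71.4) and 72.4% (72.1 to 72.8). The H3K27ac shares also follow the different lengths of the lists. With the 57010 peaks of the lowest p-values taken from each, 60.6% of the GD15M_CM peaks and 62.9% of the GD15M_LM peaks overlapped a peak of the other list. With the strict threshold in both lists, 56.0% of the GD15M_CM H3K27ac peaks overlapped a GD15M_LM peak, a larger share than overlapped a CD15M_CM peak. The order of the comparisons thus turned round for this mark when counted from GD15M_CM. From the other side the strict shares were close, 48.0% of the GD15M_LM peaks and 47.8% of the CD15M_CM peaks. The copy of Table S4 used here holds only part of the paper's 11538 H3K4me3 and 6536 H3K27ac regions between the layers, so they were not compared with the lists.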

### 3.5. Investigating the H3K4me3 and H3K27ac Modified Regions That Regulate the Gene Expression in Longitudinal Muscle

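In the paper's Table S5, promoter regions that differed between the layers were looked up in the same way. Of 1439 H3K4me3 regions, 1131 held a peak in both GD15M_CM and GD15M_LM, 206 in GD15M_CM only and 102 in GD15M_LM only, and the percentiles went in the direction of the table at 85.2% (95% Wilson interval 83.3 to 86.9). Of 382 H3K27ac regions, 72 held a peak in both lists, 253 in GD15M_CM only and 57 in GD15M_LM only, and 97.4% (95.2 to 98.6) went in its direction. Restricted to the same number of top peaks in both lists, the H3K27ac share was 86.6%. It was 84.2% for the regions higher in GD15M_CM, the list that was shortened, and 93.9% for those higher in GD15M_LM. A region left without a peak in either list counts as not following the table, so a lower share need not mean a reversed order. The regions belong to 1170 and 277 DEGs, 230 of which are in both sets.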

A total of 1439 H3K4me3 and 382 H3K27ac differential peaks within ±3 kb regions from the TSS were detected in 1217 DEGs between the LM and CM layers from pregnant gilts on day 15 (Table S5). Figure 5A shows the number of DEGs containing H3K4me3 or H3K27ac-increased or -decreased regions. 

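By direction, 663 of the H3K4me3 regions in the paper's table were higher in GD15M_CM and 776 in GD15M_LM. The percentiles followed the table at 90.2% (95% Wilson interval 87.7 to 92.2) of the former and 80.9% (78.0 to 83.5) of the latter. Where the signal was higher in GD15M_LM, 674 regions also held a GD15M_CM peak, so most of these promoters were marked in both layers. The median percentile there was 79.3 in GD15M_LM and 69.7 in GD15M_CM. For H3K27ac, 284 regions were higher in GD15M_CM and 98 in GD15M_LM, and the percentiles followed the table at 282 and 90 of them. Only 31 of the 284 held a GD15M_LM peak.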

Due to our findings that the expression of the genes related to smooth muscle contraction pathways was increased in the LM layer, we further focused on identifying the H3K4me3 or H3K27ac-increased regions that may regulate the expression of these genes. 

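The smooth muscle contraction genes the paper names are ADRA2A, PLCB3, PLCB4, ITPR1, IRAG1, CAMKK1, MYL9, PPP1R14A, MYH11 and SMTN, and 9 of these 10 have a place in the RefSeq annotation. All 9 had an H3K4me3 and an H3K27ac peak within 3 kb of a gene end in both layers. The H3K4me3 percentile was higher in GD15M_LM for 7 of them, with a median of 88.2 against 79.1 in GD15M_CM. The H3K27ac percentile was higher in GD15M_LM for 6, with medians of 90.3 and 82.1. In CD15M_CM the medians were 84.6 for H3K4me3 and 89.5 for H3K27ac, between those of both layers of the pregnant gilts. The difference between the layers therefore cannot be assigned to the longitudinal layer alone. Among the 9 placed genes, 7 had a region with a higher H3K4me3 signal in GD15M_LM in the paper's Table S5 and none had an H3K27ac region there. In the peak lists, 5 of these 7 genes ranked higher in GD15M_LM at their regions and 2 ranked higher in GD15M_CM.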

The expression levels of the upregulated genes in GD15M_LM were quantified using RNA-seq data. The results showed that the increase in expression levels of the H3K4me3-increased region containing genes was significantly associated with the rise of H3K4me3 signals (*p* = 9.72 × 10^27^; Figure 5B). Similarly, the increase in the expression levels of the H3K27ac-increased region containing genes was significantly associated with increased H3K27ac signals (*p* = 1.98 × 10^10^; Figure 5B). Specifically, some genes, such as *ADRA2A*, *CAMKK1*, *CAMKK2*, and *MYL9*, showed increased expression and enrichment of H3K4me3 marks (Figure 5C and Figure S4A; Table S5).

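The association was examined from the peak lists for all DEGs between the layers, not only those with a differential region. Of the 1976 DEGs in the paper's Table S2, 80.7% could be placed in the RefSeq annotation. For each, the highest H3K4me3 percentile of any peak within 3 kb of a gene end was taken in both lists. Among the 618 DEGs upregulated in GD15M_LM that had a peak, 75.9% (95% Wilson interval 72.4 to 79.1) ranked higher in GD15M_LM. Among the 842 upregulated in GD15M_CM, 69.8% (66.6 to 72.8) ranked higher in GD15M_CM. As a reference, 10000 random lists of the same size were drawn from the DEGs of both directions, matched on mean expression in quintiles. Their middle 95% lay between 50.2% and 55.7% for the first list and between 51.0% and 55.0% for the second. In either case 0 of the 10000 reached the observed share. Both lists together make up the genes drawn from, so these results are the same comparison read from both sides and not separate support. Genes are not replicates, so these shares describe the pooled libraries and no p-value is given. Ranking by −log10 p moved both shares most, to 83.0% and 77.4%. From the joint increase of H3K4me3 signal and expression, the paper concludes that both are associated in the longitudinal layer.

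**Figure D2:**
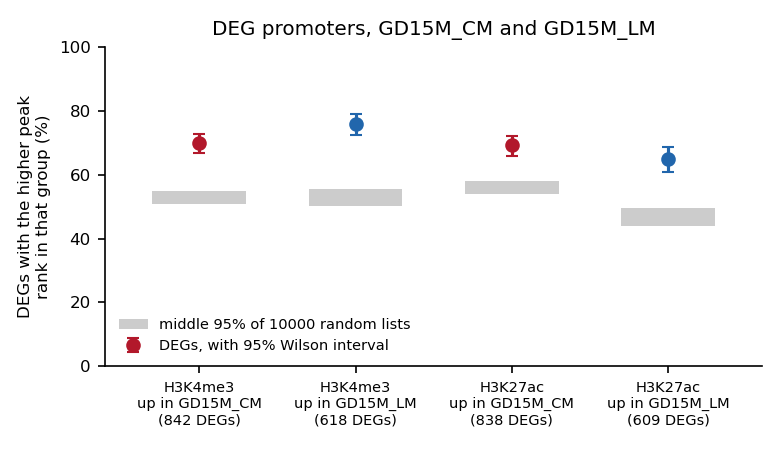
Share of DEGs whose highest-ranking peak within 3 kb of a gene end ranked higher in the layer of upregulation (y axis, percent), by mark and layer (x axis, with the number of DEGs that had a peak). Points are the DEGs with 95% Wilson intervals, red for GD15M_CM and blue for GD15M_LM. Grey boxes span the middle 95% of 10000 random lists. All 4 points lie above their box, the lowest at 64.9%, but both points of a mark are the same comparison read from both sides.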

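For H3K27ac, 609 DEGs upregulated in GD15M_LM had a peak within 3 kb of a gene end, and 64.9% of them (95% Wilson interval 61.0 to 68.5) ranked higher in GD15M_LM. Of the 838 upregulated in GD15M_CM, 69.2% (66.0 to 72.2) ranked higher in GD15M_CM. The middle 95% of the random lists lay between 44.0% and 49.6% and between 54.1% and 58.1%, and 0 of 10000 reached either share. As for H3K4me3, both directions are the same comparison read from both sides. Of these 838 genes, 105 had a peak in GD15M_CM only and 16 in GD15M_LM only. With equal numbers of top peaks, the shares were 75.2% for the genes upregulated in GD15M_LM and 57.8% for those upregulated in GD15M_CM. The random lists moved too in this setting, to 54.8% to 60.3% and 42.7% to 46.8%, and 0 of 10000 reached either share.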

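ADRA2A lies on chromosome 14 of Sus scrofa 11.1 from 121469572 to 121470924. Its H3K4me3 region in the paper's Table S5, from 121466645 to 121472281, covers the whole gene and is annotated as promoter. In GD15M_LM the region was a single peak with a fold enrichment of 32.4 and a percentile of 96.7. In GD15M_CM the peak was shorter, from 121467429 to 121471131, with a fold enrichment of 11.0 and a percentile of 69.7. The paper's log2 fold change of ADRA2A expression, GD15M_CM over GD15M_LM, is −5.26. MYL9 (chromosome 17, 39788165 to 39795240) had percentiles of 92.6 in GD15M_LM and 74.6 in GD15M_CM, and its GD15M_LM peak of 9888 bp spanned the gene. For CAMKK1 (chromosome 12, 49922837 to 49950668) the percentiles were 71.3 and 64.3. The CAMKK2 region (chromosome 14, 31311351 to 31314176) lies inside the RefSeq gene model, more than 3 kb from its ends, and its peaks had percentiles of 95.3 and 88.5. The pooled lists give no check by replicate of these 4 differences, while the paper's own comparison of the replicates gives an FDR of 6.04e-13 at ADRA2A. All 4 kept their direction when peaks were ranked by −log10 p or when equal numbers of top peaks were used.

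**Figure D3:**
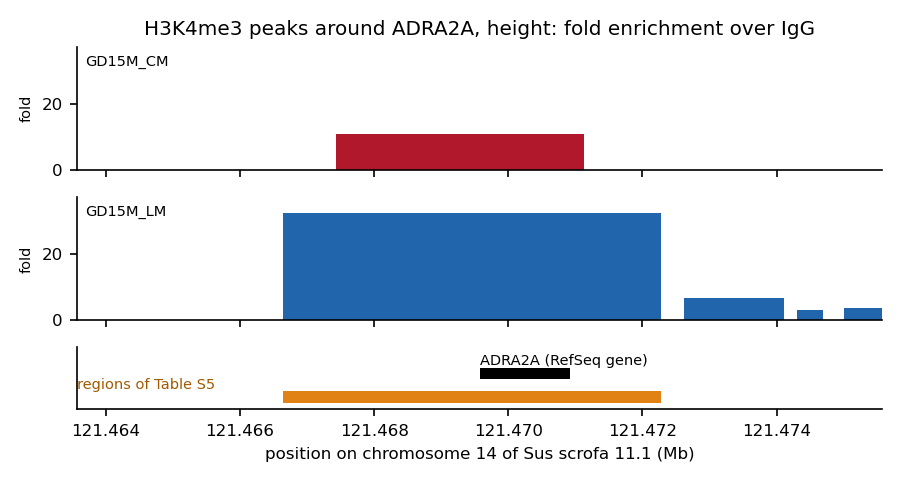
H3K4me3 peaks around ADRA2A on chromosome 14 (x axis, position in Mb), with the height of each bar giving the peak's fold enrichment over IgG in GD15M_CM (red) and GD15M_LM (blue). The black bar is the RefSeq gene and the orange bar the differential region of the paper's Table S5; the main peak is 32.4-fold enriched in GD15M_LM and 11.0-fold in GD15M_CM.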

### 3.6. Investigating the H3K4me3 and H3K27ac Modified Regions That Regulate the Gene Expression in Circular Muscle

The differential modification regions within ±3 kb region from the TSS of the DEGs between GD15M_CM and CD15M_CM were analyzed. 

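Of the 385 DEGs between GD15M_CM and CD15M_CM in the paper's Table S2, 302 (78.4%) could be placed in the RefSeq annotation by symbol, 168 upregulated in GD15M_CM and 134 in CD15M_CM. The shares given for this comparison cover these genes only, and because fewer than 80% of the list could be placed they say nothing of the others.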

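Table S4 of the paper, which holds all 1637 H3K4me3 regions between GD15M_CM and CD15M_CM, contains 126 promoter regions of DEGs. Of these, 125 go in the direction of expression and are the regions of the paper's Table S5. The remaining one, at JAKMIP1 (chromosome 8, 4493745 to 4494314), goes against it and is not in Table S5; the gene was picked out after its values were seen. Of the 19 H3K27ac regions, 5 are annotated as promoter and 0 of these belong to a DEG. In the peak lists, 112 of the 125 regions held an H3K4me3 peak in both groups, 11 in GD15M_CM only and 2 in CD15M_CM only. The percentiles followed the paper's table at 85.6% (95% Wilson interval 78.4 to 90.7).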

A total of 125 H3K4me3 and 0 H3K27ac differential peaks were detected in 112 DEGs (Table S5). 

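In the peak lists, the 80 regions with a higher H3K4me3 signal in GD15M_CM ranked higher in GD15M_CM in 90.0% of cases (95% Wilson interval 81.5 to 94.8), with a median percentile of 67.7 against 60.0 in CD15M_CM. Of the 45 regions higher in CD15M_CM, which belong to 44 genes, 77.8% (63.7 to 87.5) ranked higher in CD15M_CM.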

Of the 112 DEGs, 68 genes upregulated in GD15M_CM had H3K4me3-increased signals (Figure 6A). The expression levels of the genes were quantified using RNA-seq data. 

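Among the DEGs upregulated in GD15M_CM, 150 had an H3K4me3 peak within 3 kb of a gene end in GD15M_CM or CD15M_CM. Their percentile was higher in GD15M_CM for 56.0% (95% Wilson interval 48.0 to 63.7), against 35.3% to 45.3% in the middle 95% of 10000 random lists drawn from the DEGs of both directions. The median percentiles of this list were 72.4 in GD15M_CM and 73.3 in CD15M_CM, so by median it did not rank higher in GD15M_CM. Of 118 DEGs upregulated in CD15M_CM, 79.7% (71.5 to 85.9) ranked higher in CD15M_CM, against 53.4% to 66.1% in the random lists. Their median percentiles were 70.1 in GD15M_CM and 77.0 in CD15M_CM. For both lists 0 of the 10000 random lists reached the observed share. As between the layers, both lists of a mark are the same comparison read from both sides. The random lists lie below 50% for the first list and above it for the second because, over the DEGs of both directions together, more promoters ranked higher in CD15M_CM than in GD15M_CM. With equal numbers of top peaks the shares were 58.7% and 72.0%. For H3K27ac, 57.9% (49.9 to 65.5) of 152 DEGs upregulated in GD15M_CM and 65.8% (56.8 to 73.8) of 117 upregulated in CD15M_CM ranked higher in the group of upregulation, and 1 of the 10000 random lists reached each share. From the H3K4me3 regions and the expression levels, the paper concludes that the increase in expression in GD15M_CM is associated with the enrichment of H3K4me3.

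**Figure D4:**
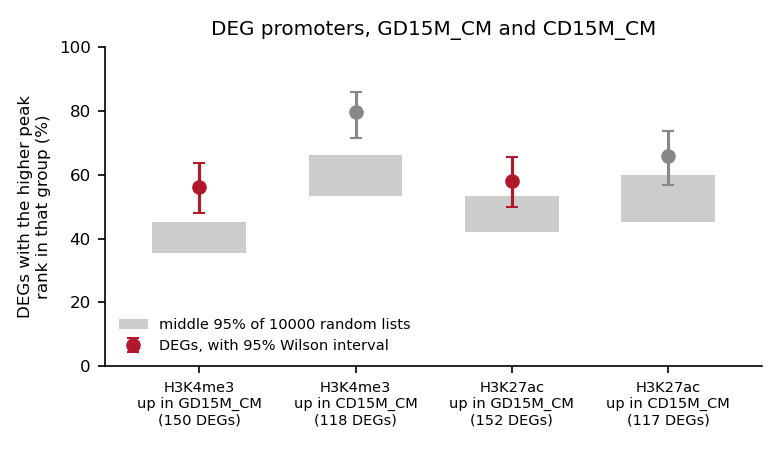
Share of DEGs whose highest-ranking peak within 3 kb of a gene end ranked higher in the group of upregulation (y axis, percent), by mark and group (x axis, with the number of DEGs that had a peak). Points are the DEGs with 95% Wilson intervals, red for GD15M_CM and grey for CD15M_CM. Grey boxes span the middle 95% of 10000 random lists. The point for H3K4me3 in GD15M_CM lies at 56.0%, above a box that ends at 45.3%. Both points of a mark are the same comparison read from both sides.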

As shown in Figure 6B, the increased expression of the genes in GD15M_CM was significantly associated with the enrichment of H3K4me3 marks (*p* = 3.35 × 10^9^). Specifically, many genes, such as *IRF1*, *GBP1*, *NLRC5*, *PSMB9*, *SLA-DMB*, and *CD3E*, showed increased expression and enrichment of H3K4me3 marks (Figure 6C and Figure S4B; Table S5).

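GBP1 (chromosome 4, 127425699 to 127442132) had an H3K4me3 peak from 127425331 to 127430236 in GD15M_CM with a fold enrichment of 26.2 and a percentile of 96.8. In CD15M_CM the peak ran from 127425635 to 127428681, with a fold enrichment of 17.2 and a percentile of 77.9. A second GD15M_CM peak, from 127424252 to 127425185, had no CD15M_CM counterpart. Table S5 of the paper assigns a further region to GBP1, from 127289708 to 127291877, which lies outside the RefSeq gene and more than 3 kb from its ends. The promoter region of SLA-DMB (chromosome 7, 25123335 to 25125745) had percentiles of 85.7 in GD15M_CM and 64.1 in CD15M_CM, and that of PSMB9 (chromosome 7, 25067645 to 25074336) 88.2 and 74.0. Smaller differences were found at IRF1 (chromosome 2, 134778509 to 134785196; 95.9 and 88.9) and NLRC5 (chromosome 6, 18936392 to 18940959; 97.3 and 89.6). The CD3E region (chromosome 9, 45619407 to 45621484) held weaker peaks, with percentiles of 51.7 and 47.2. The pooled lists give no check by replicate of these 6 differences, while the paper's own comparison of the replicates gives FDRs between 1.26e-08 at GBP1 and 0.0033 at NLRC5 for these main regions. Each kept its direction under both other ways of ranking. The paper's log2 fold changes of expression, GD15M_CM over CD15M_CM, range from 2.01 for SLA-DMB to 4.76 for GBP1.

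**Figure D5:**
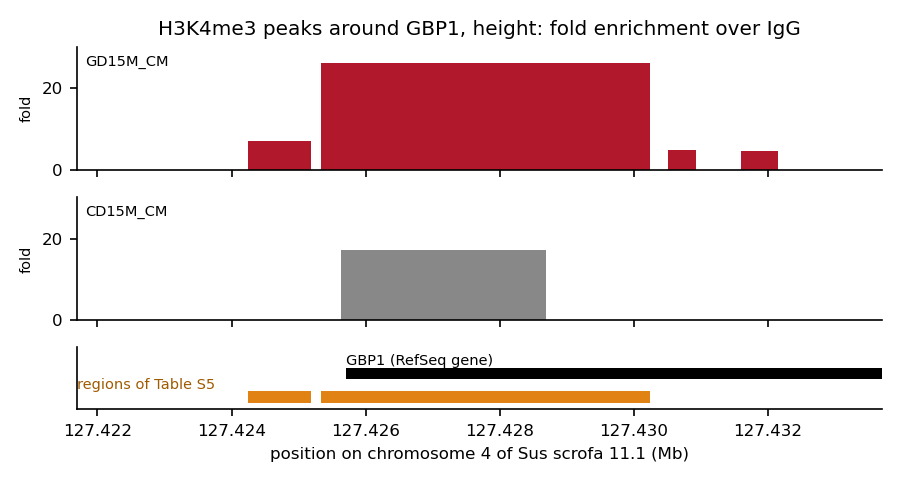
H3K4me3 peaks at the start of GBP1 on chromosome 4 (x axis, position in Mb), with the height of each bar giving the peak's fold enrichment over IgG in GD15M_CM (red) and CD15M_CM (grey). The black bar is the RefSeq gene, which continues to the right, and the orange bars are differential regions of the paper's Table S5; the main peak is 26.2-fold enriched in GD15M_CM and 17.2-fold in CD15M_CM.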

### 3.7. Validation of the Promoter Activity of the Identified Regulatory Regions

Furthermore, we examined whether the differential H3K4me3 modification regions within ±1 kb from the TSS had activity to promote the expression of immune response processes-related genes. 

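The genes taken into this experiment are LCK, SLA-DMB, IRF1, C3, CD8A, CD3E, GBP1, PSMB9, SLA-6 and NLRC5. All but SLA-6 have a region under their name in the paper's Table S5. With the highest percentile over the regions of a gene, these 9 genes had an H3K4me3 peak in both groups and ranked higher in GD15M_CM, the direction for which the table selected them. At LCK (chromosome 6, 88719886 to 88745922), the region from 88719621 to 88723378 had percentiles of 64.9 in GD15M_CM and 60.3 in CD15M_CM. At C3 (chromosome 2, 72431470 to 72471622), the region from 72431133 to 72433917 had 51.9 and 27.9. CD8A (chromosome 3, 57999228 to 58029768) has regions at 57998896 to 58002247, where GD15M_CM had a peak with a percentile of 66.8 and CD15M_CM none, and at 58021895 to 58025233, where the percentiles were 63.4 and 51.7. SLA-6 (chromosome 7, 23645335 to 23649342) has no region in Table S5 under that name, but the table gives a promoter region from 23647425 to 23649780, which overlaps the gene, under a gene ID without a symbol. This region has a higher signal in GD15M_CM in the paper's table (FDR 1.21e-06), and its percentiles were 80.9 and 73.8. The cloned fragments themselves were not analysed here.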

Dual-luciferase reporter assays were performed with empty vector (pGL3-Basic) and target gene vectors. Figure 7 shows that the activities of immune response processes-related genes, including *LCK*, *SLA-DMB*, *IRF1*, *C3* (Complement C3), *CD8A*, *CD3E*, *GBP1*, *PSMB9*, *SLA-6* (MHC class I antigen 6), and *NLRC5*, were significantly or extremely significantly elevated. Subsequently, we predicted the binding sites of transcription factors in the regions. Table 1 shows that four genes, *IRF1*, *NLRC5*, *GBP1*, and *PSMB9*, have a STAT1 (Signal transducer and activator of transcription 1) binding site, while *GBP1* and *PSMB9* contain the IRF1 (Interferon regulatory factor 1) binding site as well.

## 4. Discussion

Pig embryo implantation is a complex process during which coordinated embryo–uterine interactions are essential. The myometrium, one of the layers of the uterus, is a type of involuntary non-striated muscle. Its contractility helps the embryos enter the uterine horn from the oviductal-uterine junction and evenly distribute and space out along the longitudinal axis before their implantation sites are finally fixed. In addition, the myometrium also has an endocrine function required for establishing implantation [9,10]. Thus, the physiological role the myometrium plays has important implications for embryo survival. This study aimed to investigate the molecular regulatory mechanism of its physiological function. We identified the uterine CM and LM transcriptional profiles from early pregnant pigs (days 12 and 15) and cyclic pigs (day 15). In addition, the genome-scale profiles of H3K4me3 and H3K27ac in the uterine CM and LM from pregnant pigs and CM from cyclic pigs (day 15) were determined. The novel findings of this study include that (1) the transcriptional signature of the uterine CM became different from that of LM on day 15 of pregnancy and is distinguished from that of CM on day 15 of the estrous cycle, and (2) the regulatory regions that modulate gene expression in pig uterine CM and LM during implantation are characterized.

The uterine myometrium consists of two layers: the circular muscle (CM) and longitudinal muscles (LM). Previously, Kurowicka et al. reported that the contractility of the LM layer is significantly higher than that of the CM layer in early pregnant (days 14–16) and cyclic (days 14–16) pigs [67]. In addition, Franczak et al. investigated the alterations in the myometrial transcriptome of early pregnant versus cyclic pigs using the microarray technique and found that, besides playing a role in contracting, the pig myometrium has other functions involved in endocrine and immune signaling [7], but the molecular mechanisms underlying the functions of the two smooth muscle layers are unclear. For the first time, this study determined the uterine CM and LM transcriptional profiles from pregnant pigs (days 12 and 15) and cyclic pigs (day 15). Days 12 and 15 of pregnancy were selected as stages of the maternal recognition of pregnancy and early embryo attachment, respectively [68]. Distinct differences in the transcriptional profiles between the uterine CM and LM were found. Briefly, on day 12 of pregnancy, the differences were mainly caused by the differences in expression levels of the genes related to muscle contraction pathways; however, on day 15 of pregnancy, the expression of the genes related to muscle contraction pathways was maintained in the uterine LM, but the genes involved in immune signaling were upregulated in the CM. In addition, the onset of luteolysis in pigs appears around day 15 of the estrous cycle [69]. Thus, the significant findings of our transcriptional profile analysis include that: (1) the function of the two smooth muscle layers became different on day 15 of pregnancy, the early embryo attachment stage in pigs, and (2) the LM layer maintains the contraction function in pregnant and cyclic pigs (day 15), but the CM layer mainly plays a role in immune response rather than contraction on day 15 of pregnancy. Taken together, we provided evidence at the level of transcription to explain the difference in the physiological roles of the two smooth muscle layers during implantation.

The sympathetic system modulates uterine contraction. Noradrenalin and cholinergic regulate uterine contraction by acting directly through the corresponding receptors in the myometrium during pregnancy [70,71]. This study detected the expression of all 9 adrenergic and 18 cholinergic receptor genes in the myometrium from the early pregnant pigs (days 12 and 15) and cyclic pigs (day 15). It is worth noting that all 27 receptor genes were expressed at a much lower level in the CM layer, whereas the *ADRA2A*, encoding the α2-adrenoceptor subtype, is the predominantly expressed receptor gene in the LM layer. α2-adrenoceptor belongs to the G protein-coupled receptor family, which regulates smooth muscle cell contraction by acting through the phosphatidylinositol signaling pathway to activate the calmodulin signaling pathway [63,64]. Consistently, some genes in the phosphatidylinositol and the calmodulin signaling pathways showed higher expression in the LM layer compared to the CM layer. Moreover, marker genes of smooth muscle contraction (*MYH11* and *SMTN*) were also expressed at a higher level in the LM layer. The findings suggest that the α2-adrenoceptor-mediated signaling may contribute to the contraction function of the LM layer in pregnant and cyclic pigs. Noradrenaline is a natural ligand for α-adrenoceptors. Many studies in model animals have demonstrated that interfering adrenergic signaling during early pregnancy can disrupt embryo distribution along the longitudinal axis, leading to embryo loss [72,73,74]. Therefore, our findings suggest that the α2-adrenoceptor-regulated contraction of the LM layer may have implications for regulating intrauterine embryo distribution and spacing during early pregnancy in pigs.

This study found that genes related to immune response processes were upregulated in the CM layer on day 15 of pregnancy. On the other hand, we provided evidence to show that the transcriptional signature appears at the early embryo attachment stage and is implantation-dependent. The immune response processes identified include the cellular response to interferon-gamma, antigen processing, and presentation. Major histocompatibility complex (MHC) classes I and II are involved in processing endogenous and exogenous antigens and presenting antigens to the antigen-presenting cells [75]. IFN-gamma is a cytokine that participates in the processing and presentation of antigens through class I and class II pathways [76]. Pig conceptuses secrete IFN-gamma between days 12 and 20 of pregnancy and reach peak values around days 15–16 [77]. Studies have shown that IFN-gamma derived from conceptuses can regulate the expression of MHC class I and II genes in pig endometrium, which may create an immune environment in the pig endometrium to protect the mother and permit the implantation of conceptuses [3,78,79,80,81]. Therefore, it seems that similar to the endometrium, a proper immune microenvironment in the CM layer is required for implantation, and the immune system in the CM layer might undergo remodeling induced by conceptus IFN-gamma.

As described above, we found that the LM and CM layers have distinct transcriptional signatures at the early attachment stage, and we examined the gene regulatory mechanisms underlying the difference. The regulation of gene expression is primarily controlled by *cis*-regulatory elements (CREs), including promoters and enhancers, which can be identified with techniques such as ChIP-seq [82]. Our genome-wide ChIP-seq analyses of H3K4me3 or H3K27ac revealed many histone modification regions in the two layers. In addition, we identified the genomic regions in which H3K4me3 or H3K27ac were altered between the CM and LM layers and between pregnant and cyclic pigs on day 15. Furthermore, our data show that changes in the levels of H3K4me3 or H3K27ac at promoters were positively associated with the expression levels of the neighboring genes, indicating the role of H3K4me3 or H3K27ac in regulating gene expressions in the two layers during implantation.

In humans and other animals, a large number of *cis*-regulatory elements have been determined using the ChIP-seq technique. Many *cis*-regulatory elements significantly contribute to phenotypic variation in complex traits [48,83,84]. We then examined the elements that may regulate the differential expression of the *ADRA2A* and some immune response genes identified in the study. A recent study on subjects with schizophrenia characterized that a promoter region in *ADRA2A*, epigenetically modified by both H3K4me3 and H3K27me3, could modulate the expression of *ADRA2A* in the dorsolateral prefrontal cortex [85]. Consistently, this study found that *ADRA2A* was highly expressed in the LM layer, and H3K4me3 was significantly enriched in its proximal promoter (≤1 kb). Thus, the proximal promoter we identified might contribute to modulating the expression of *ADRA2A* in the pig LM layer during implantation and is worthy of further study. 

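The H3K27ac lists can be set beside this at the same gene. In GD15M_LM, an H3K27ac peak from 121467059 to 121471320 covered ADRA2A with a fold enrichment of 8.65 and a percentile of 98.4. In GD15M_CM the best H3K27ac peak within 3 kb of the gene ends was 466 bp long, from 121470387 to 121470852, with a fold enrichment of 3.05 and a percentile of 30.5. CD15M_CM lay between them for both marks, with percentiles of 89.5 for H3K27ac and 77.2 for H3K4me3. No H3K27ac region of ADRA2A is among the differential regions of the paper's Table S5.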

Meanwhile, the promoters marked by H3K4me3 were identified in some immune response genes highly expressed in the pig CM layer on day 15 of pregnancy. Moreover, we validated the transcriptional activity of the promoters in several genes, including *LCK*, *SLA-DMB*, *IRF1*, *C3*, *CD8A*, *CD3E*, *GBP1*, *PSMB9*, *SLA-6*, and *NLRC5*. 

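Section 3.3 of the paper names 19 immune genes as highly expressed in GD15M_CM, and 17 of them have a place in the RefSeq annotation. By the highest H3K4me3 peak within 3 kb of a gene end, all 17 ranked higher in GD15M_CM than in CD15M_CM. For LCK, the peak counted (88748823 to 88751452, 90.9 against 73.2) lies beyond the gene end opposite its differential region. At the region from 88719621 to 88723378, GD15M_CM also ranked higher, 64.9 against 60.3. Some promoters, such as that of NLRC5, lie inside the RefSeq gene model and are missed by this window. With any peak from 3 kb before the gene to 3 kb after it, a choice made after seeing the data, all 17 had a peak in both groups and again ranked higher in GD15M_CM, with median percentiles of 88.2 and 71.9. For H3K27ac, 13 ranked higher in GD15M_CM and 2 in CD15M_CM with either window. Because the paper picked these genes for their expression in the same groups, the counts describe them and do not extend to other immune genes.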

*Cis*-regulatory elements are non-coding DNA regions with transcriptional regulatory activity. A typical *cis*-regulatory element consists of binding sites for transcription factors and other associated cofactors that determine its function [83,86]. *STAT1* is a member of the STAT protein family. It can be activated by various ligands (such as IFN-gamma) and then translocated to the cell nucleus to drive the expression of the target genes. Many target genes of *STAT1* have been identified, including *IRF1*, *GBP1*, *NLRC5*, *PSMB9*, and *CIITA* [79,87,88,89,90]. Consistent with the previous findings, our study found that *STAT1* gene expression was upregulated in the CM layer on day 15 of pregnancy and detected the *STAT1* binding site in the promotor regions identified in *IRF1*, *GBP1*, *NLRC5*, and *PSMB9*. On the other hand, *IRF1* is a member of the interferon regulatory transcription factor family. In agreement with previous reports that *GBP1* and *PSMB9* could be regulated by *IRF1* [91,92], this study revealed the promotor regions identified in *GBP1* and *PSMB9* contain the *IRF1* binding site. It is worth noting that *STAT1*, *IRF1*, *GBP1*, and *PSMB9* are IFN-gamma response genes, and *NLRC5* is a specific transactivator of MHC class I genes that are highly inducible by IFN-gamma stimulation [93]. Therefore, the upregulation of genes related to immune response processes in the CM layer on day 15 of pregnancy could be explained by a hypothesis that conceptus IFN-gamma might be able to activate the *cis*-regulatory elements that could interact with STAT1 and IRF1, which in turn upregulate the expression of the genes, such as *GBP1*, *NLRC5*, and *PSMB9*.

In conclusion, this study, for the first time, characterized the transcriptome and histone modification profiles for H3K4me3 and H3K27ac in pig uterine CM and LM layers during implantation. In addition, the distinct molecular features between the two layers were identified. Furthermore, the study identified the regulatory regions marked by H3K4me3 with transcriptional activity in the two layers.

## Figures and Tables

**Figure 1:**
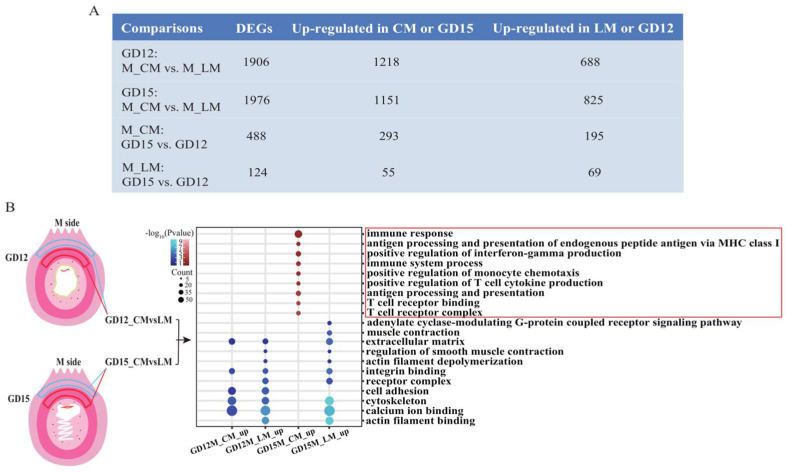
Transcriptional signatures in the M_CM and M_LM on GD12 and GD15 in pigs. (**A**) Identification of DEGs between M_CM and M_LM on GD12 and GD15. (**B**) GO analysis of DEGs between M_CM and M_LM on GD12 and GD15. GD12, day 12 of pregnancy; GD15, day 15 of pregnancy; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium; DEGs, differentially expressed genes.

**Figure 2:**
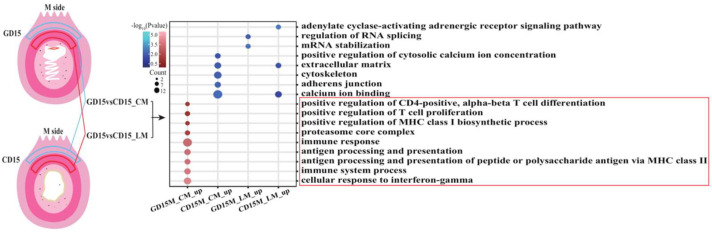
Differences in the transcriptional signatures in M_CM and M_LM between GD15 and CD15 in pigs. GD15, day 15 of pregnancy; CD15, day 15 of the estrous cycle; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium; DEGs, differentially expressed genes.

**Figure 3:**
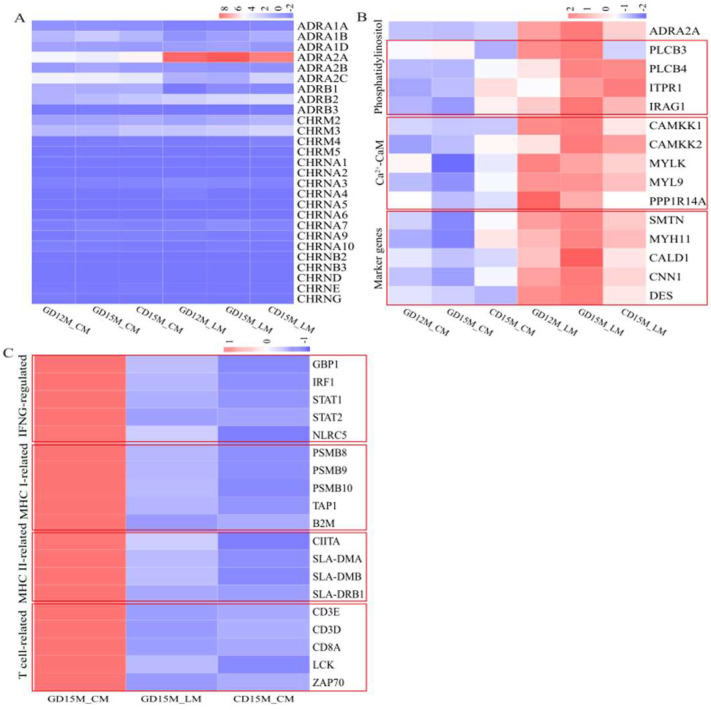
Heatmaps of the DEGs. (**A**) Heatmap of adrenergic and cholinergic receptor genes in M_CM and M_LM on GD12, GD15, and CD15. (**B**) Heatmap of genes in the phosphatidylinositol and Ca^2+^–CaM signaling pathways in M_CM and M_LM on GD12, GD15, and CD15. (**C**) Heatmap of immune response processes–related genes in M_CM and M_LM on GD15 and M_CM on CD15. GD12, day 12 of pregnancy; GD15, day 15 of pregnancy; CD15, day 15 of the estrous cycle; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium; DEGs, differentially expressed genes.

**Figure 4:**
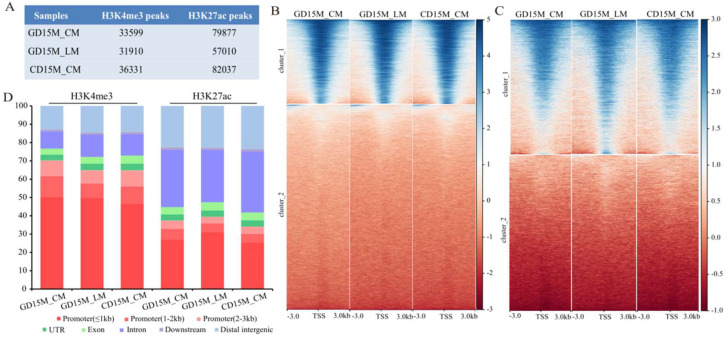
Genome–wide landscape of H3K4me3 and H3K27ac modifications in M_CM and M_LM on GD15 and M_CM on CD15. (**A**) The number of H3K4me3 and H3K27ac peaks identified in M_CM and M_LM. (**B**) Heatmap of the H3K4me3 signals within ±3 kb from the TSS that was developed according to gene expression level. (**C**) Heatmap of the H3K27ac signals within ±3 kb from the TSS that was developed according to gene expression level. (**D**) Distribution of the H3K4me3 and H3K27ac modification regions in genomic regions. GD15, day 15 of pregnancy; CD15, day 15 of the estrous cycle; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium.

**Figure 5:**
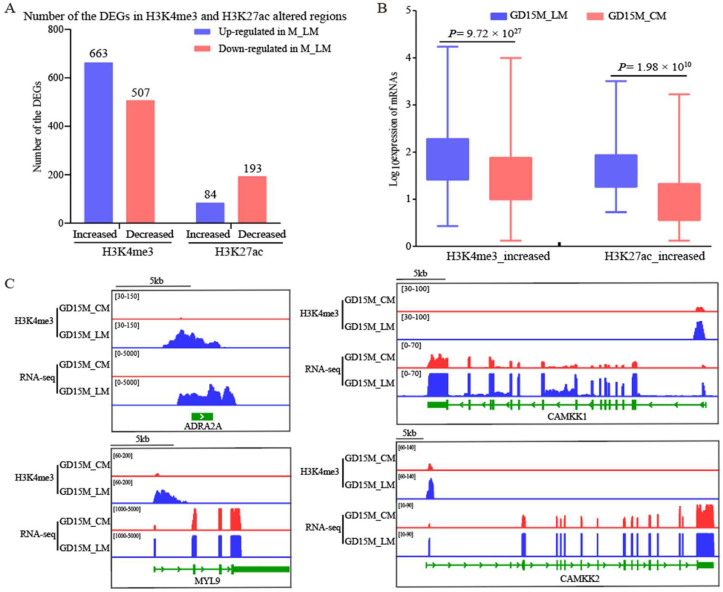
Relationships of H3K4me3 and H3K27ac modifications with the DEGs between the M_LM and M_CM on GD15. (**A**) Number of DEGs containing H3K4me3 or H3K27ac-increased or -decreased regions. (**B**) Box plots of the expression value of the upregulated genes in GD15M_LM that H3K4me3 or H3K27ac modified. (**C**) IGV (Integrative Genome Viewer) views of the H3K4me3 modification patterns. GD15, day 15 of pregnancy; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium; DEGs, differentially expressed genes.

**Figure 6:**
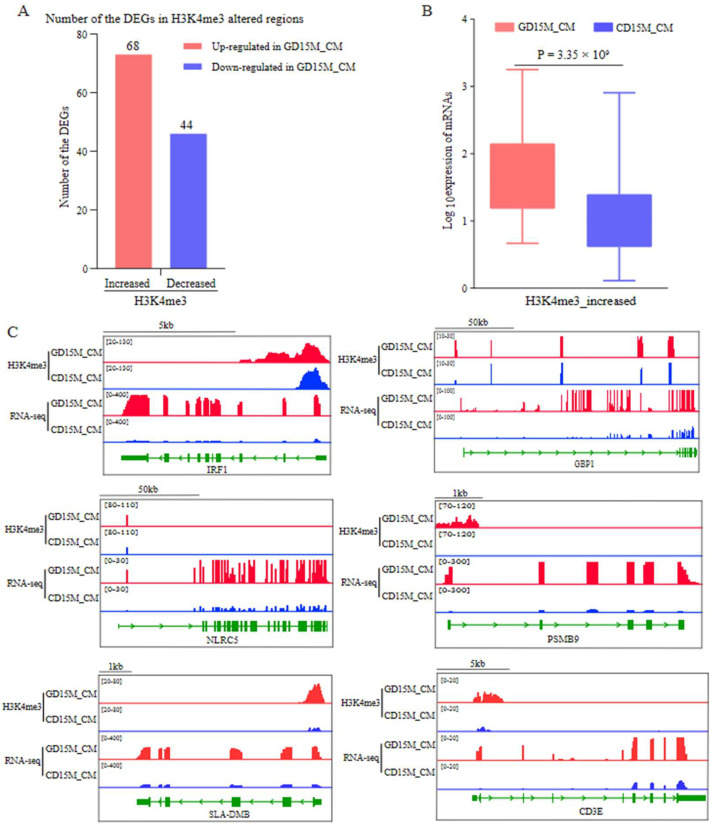
Relationships of H3K4me3 and H3K27ac modifications with the DEGs between the M_CM on GD15 and CD15. (**A**) Number of DEGs containing H3K4me3-increased or -decreased regions. (**B**) Box plots of the expression value of the upregulated genes in GD15M_CM that H3K4me3 modified. (**C**) IGV views of the H3K4me3 modification patterns. GD15, day 15 of pregnancy; CD15, day 15 of the estrous cycle; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; DEGs, differentially expressed genes.

**Figure 7:**
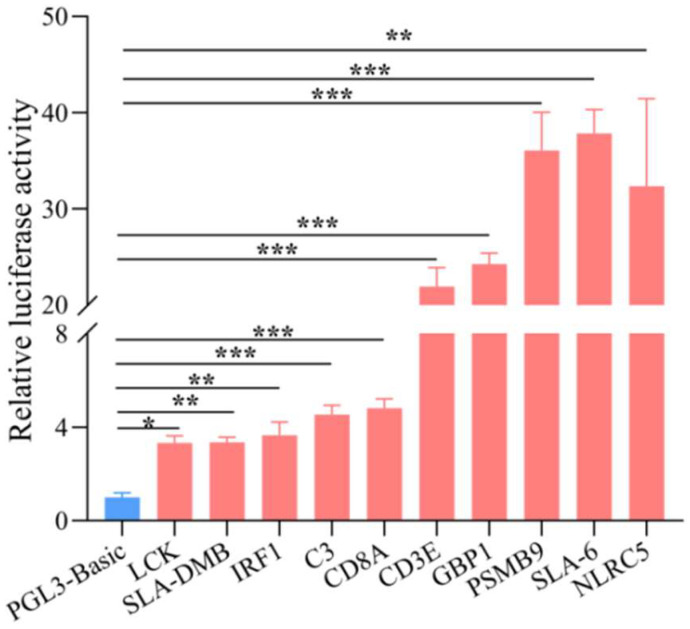
Validation of the promoter activity of immune response processes-related genes by dual-luciferase reporter assays. Data are represented as mean ± SEM, and * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Table 1:** Prediction of the binding sites of transcription factors within the TSS ± 1 kb region of immune response processes−related genes in GD15M_CM *.

DEGs	TFs	Binding Motifs	Binding Sites	Distance to TSS (bp)
IRF1	STAT1	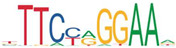	TTTCCAGTAAC	606
NLRC5	STAT1	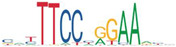	GATTTCCCGGCAGCG	252
GBP1	STAT1	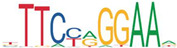	TTTCTAGGAAT	−20
	IRF1	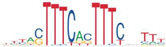	AAACACTTCCACTTTTGGTTT	72
PSMB9	STAT1	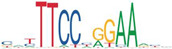	TTTATGGGAAA	−197
	IRF1	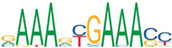	GAAAGGGAAAAC	259

* DEGs, differentially expressed genes; TFs, transcription factors.

## Data Availability

The RNA-seq and ChIP-seq data in this study were deposited into the NCBI (national center for biotechnology information) Sequence Read Archive database (PRJNA893617). The GEO accession of the datasets is GSE216440, and the link is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE216440.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biom13010045/s1, Figure S1: Clustering and Venn analysis of the transcriptome data of the M_CM and M_LM on GD12 and GD15 in pigs; Figure S2: Clustering and principal component analysis of the transcriptome data of the M_CM and M_LM on GD15 and CD15 in pigs; Figure S3: Validation of the DEGs; Figure S4: The replicated IGV views of the H3K4me3 modification patterns; Table S1: Information of the RNA-seq data, ChIP-seq data, and primers.; Table S2: Information of the identified DEGs and GO terms.; Table S3: Information of the H3K4me3 and H3K27ac peaks identified in the M_CM and M_LM.; Table S4: Information of the H3K4me3 and H3K27ac differential peaks; Table S5: Information of the H3K4me3 and H3K27ac differential peaks within ±3 kb regions from the TSS of the DEGs.

# Supplementary material for: Integrating Transcriptomic and ChIP-Seq Reveals Important Regulatory Regions Modulating Gene Expression in Myometrium during Implantation in Pigs
**Source:** Biomolecules. 2022 Dec 26;13(1):45. doi: 10.3390/biom13010045
**Supplement:** Supplementary file 1

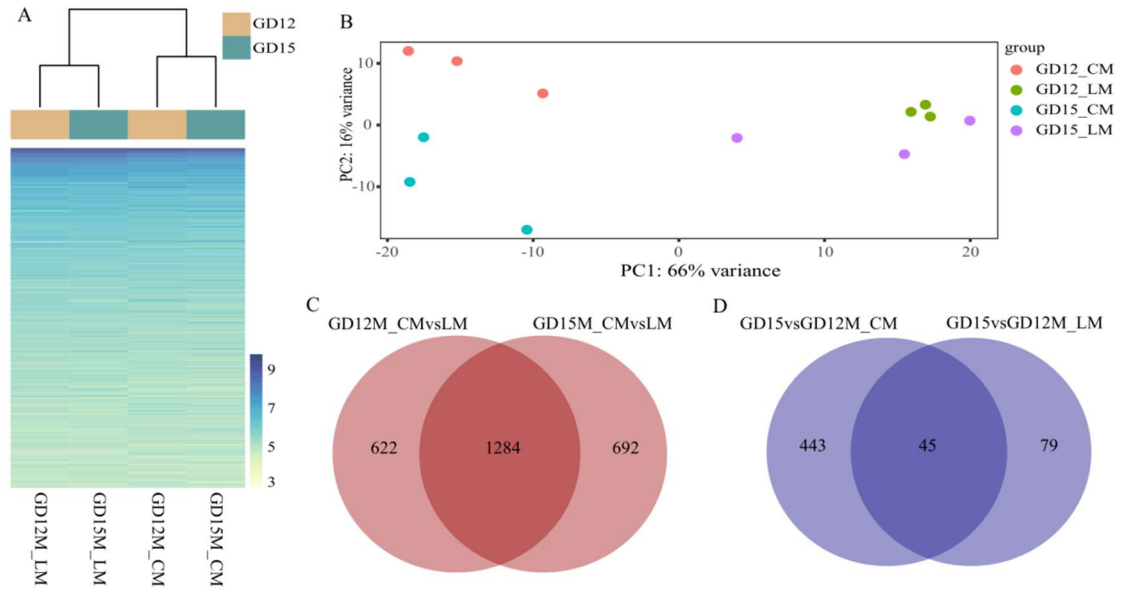

**Figure S1.** Clustering and Venn analysis of the transcriptome data of the M\_CM and M\_LM on GD12 and GD15 in pigs. **(A)** Hierarchical Clustering analysis of the transcriptome data of the M\_CM and M\_LM on GD12 and GD15. **(B)** Principal component analysis of the transcriptome data of the M\_CM and M\_LM on GD12 and GD15. **(C)** Venn analysis of the DEGs between M\_CM and M\_LM on GD12 and GD15. **(D)** Venn analysis of the DEGs in the M\_CM and M\_LM between GD12 and GD15. GD12, day 12 of pregnancy; GD15, day 15 of pregnancy; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium; DEGs, differentially expressed genes.

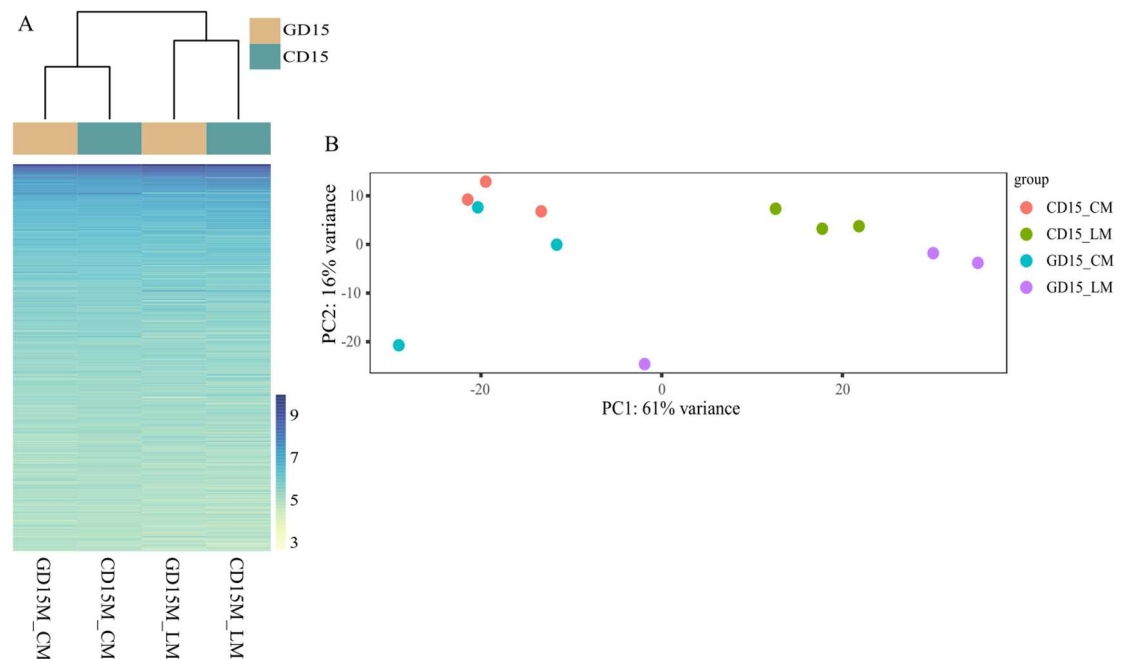

**Figure S2.** Clustering and principal component analysis of the transcriptome data of the M\_CM and M\_LM on GD15 and CD15 in pigs. **(A)** Hierarchical clustering analysis of the transcriptome data of the M\_CM and M\_LM on GD15 and CD15. **(B)** Principal component analysis of the transcriptome data of the M\_CM and M\_LM on GD15 and CD15. GD15, day 15 of pregnancy; CD15, day 15 of the estrous

cycle; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium.

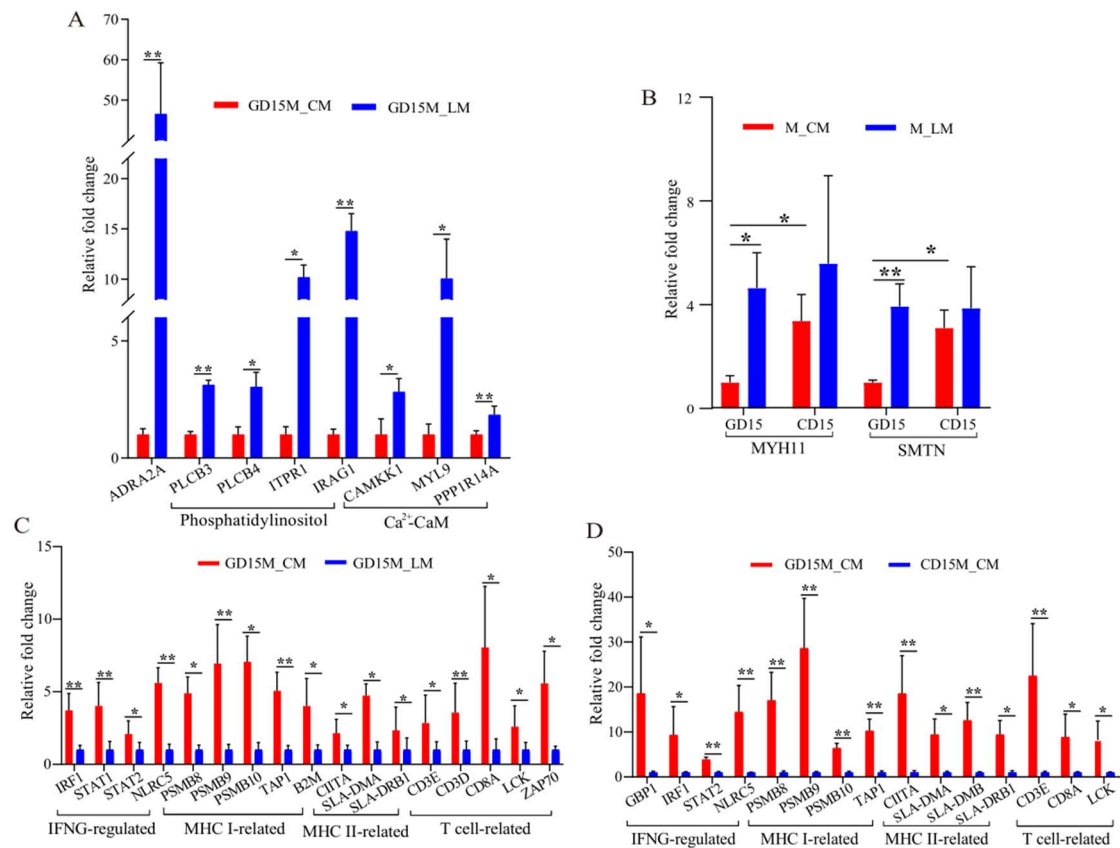

**Figure S3.** Validation of the DEGs. (A) Validation of the expression of the *ADRA2A* and some genes in the phosphatidylinositol and  $\text{Ca}^{2+}$ -CaM signaling pathways in M\_CM and M\_LM on GD15. (B) Validation of the expression of the two smooth muscle contraction marker genes (*MYH11* and *SMTN*) in M\_CM and M\_LM on GD15 and CD15. (C) Validation of the expression of the immune response processes-related genes in M\_CM and M\_LM on GD15. (D) Validation of the expression of the immune response processes-related genes in M\_CM on GD15 and CD15. Data ( $n \geq 3$ ) are represented as mean  $\pm$  SEM, and \*  $P < 0.05$ , \*\*  $P < 0.01$ . GD15, day 15 of pregnancy; CD15, day 15 of the estrous cycle; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium; DEGs, differentially expressed genes.

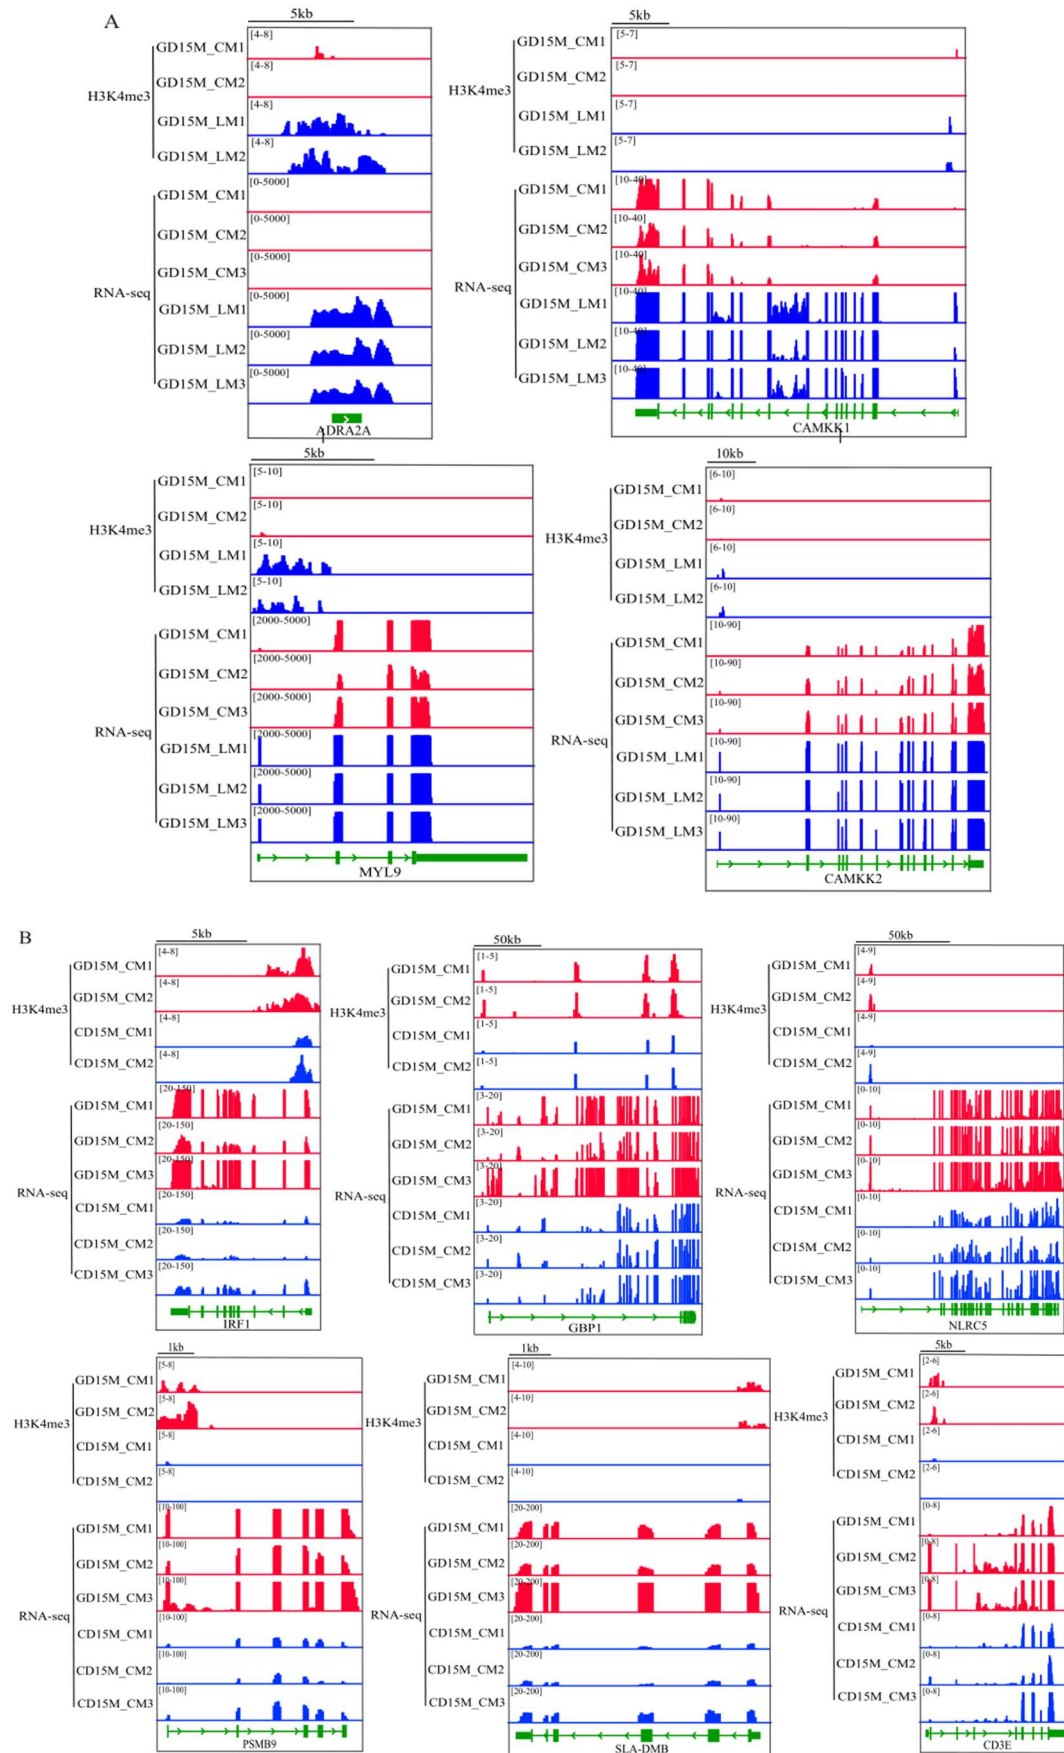

**Figure S4.** The replicated IGV views of the H3K4me3 modification patterns. (A) H3K4me3 modification

patterns of smooth muscle contraction-related genes. **(B)** H3K4me3 modification patterns of immune response processes-related genes. The peak calling of H3K4me3 and H3K27ac peaks in each replication of ChIP-seq data was performed by MACS2 (v2.2.6) with a 3 kb extension regions. The H3K4me3 and H3K27ac peaks were normalized with IgG files as control using bamCompare of deepTools (v3.5.1). GD15, day 15 of pregnancy; CD15, day 15 of the estrous cycle; M, the mesometrial side of the uterus; CM, the circular muscle of myometrium; LM, the longitudinal muscle of myometrium.

How the deposited data were processed for this re-analysis (not part of the article)

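The measurements analysed here are the H3K4me3 and H3K27ac profiles of pig myometrium on day 15, in GD15M_CM, GD15M_LM and CD15M_CM, with 2 gilts per group and an IgG control for each. Labels in the study's records were matched to these groups, and all 18 libraries could be assigned.

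The authors mapped the reads to the Sus scrofa 11.1 assembly with BWA v0.7.17 and removed duplicates and reads of low mapping quality with SAMtools v1.9 and Picard v2.8.3. They pooled both replicates and called peaks with MACS2 v2.2.6, which gave 6 peak lists. The fold enrichment of a peak is a ratio of the mark over IgG as MACS2 writes it for the authors, and how both were scaled is not stated. The −log10 p and −log10 q values come from the same MACS2 run by the authors. The names of these columns were unreadable in the lists: the −log10 p column was identified by its identity with the paper's Table S3, and the −log10 q column was inferred and not used for any result. Differential regions are those the authors obtained with DiffBind 3.4, as given in the paper's Tables S4 and S5, and DEGs are those of Table S2. The concentrations of a region are on the log2 scale, and the group with the higher concentration was taken as the group with the higher signal. The sign of Fold in the Table S5 sheet on pregnant and cyclic muscle is opposite to that in Table S4 for all 125 regions, so it was not used.

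Depth is given per library in Table S1. The 12 libraries of both marks have between 52536460 and 78516821 high-quality reads and the 6 IgG libraries between 21042323 and 33418307. The share of duplicated reads was 26.6% to 43.2% and 33.6% to 48.0%. Because replicates were pooled before peak calling, the lists hold no value per gilt. Depth per gilt therefore could not be turned into an error, and the 95% Wilson intervals given for shares cover counting error only.

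All steps used Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. Genes were the 28210 RefSeq genes on the named chromosomes. The plan was to measure distances from the TSS, but the gene models were used without strand, so a promoter was replaced by the 3 kb around either end of a gene. This window also takes in 3′ ends. The rule was checked on the regions of Table S4 with a placed gene: it found 850 of 1021 H3K4me3 regions annotated as promoter (83.3%) and 42 of 225 others (18.7%). In the Table S5 regions between the layers it found 81.3% for H3K4me3 and 58.2% for H3K27ac. The annotation classes of Figure 4D beyond promoter, gene body and outside, which need transcripts and strand, were not analysed here. Random positions for the peaks of a list were drawn once on the same chromosome.

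A peak's percentile is its rank by fold enrichment within its own list, and a gene or region without a peak has 0. Percentiles were compared between lists because fold enrichments of lists of different depth are not on a common scale. For DEGs, the share ranked higher in the group of upregulation was set beside 10000 random lists. These were drawn with seed 1 from the DEGs of both directions, with the same number of genes per quintile of mean expression. Both directions together make up the genes drawn from, so their results are the same comparison read from both sides. No test across samples was made, and none of the p-values of single peaks was used as a test between groups. Of the 2176 DEGs in both sheets together, 1864 have a gene symbol.

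The alternatives, set before the data were examined, were a strict threshold (−log10 p of at least 10 and fold enrichment of at least 5), merging of peaks less than 1 kb apart, a window of 1 kb, protein-coding genes only, distance from the peak centre, an overlap of at least 50% of the peak, ranking by −log10 p, and the same number of top peaks by −log10 p from both lists. A window over the whole gene and 3 kb on both sides was added for the gene lists after seeing the data. The overlap and distance code was tested on simulated data, where 0 of 800 overlaps and 0 of 2400 distances differed from a direct count. With a simulated share of 70% the observed share was 65.26% of 475 genes and 0 of 10000 random lists reached it, and with a simulated share of 50% it was 49.68% and 2194 did.

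Genes named in the text were fixed by rule before the data were examined: every gene the paper names in sections 3.5 to 3.7, the gene lists of section 3.3, the 2 regions of largest Fold per direction in each complete sheet of Table S4 and the 3 peaks of highest fold enrichment in each list. Marker lists for smooth muscle, uterine epithelium, T cells, mesothelium, endothelium, and macrophages and B cells were also written before. Sheets held in part, RNA-seq reads, the reporter fragments and the predicted binding sites were not analysed here.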

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

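In the tests of this part, the position of the Y peaks relative to XG and the overlap of all other peaks were chosen only after the result was seen.

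Peaks were called on the Y chromosome although all animals were gilts, a signal in data the paper does not report on. H3K4me3 had 13 Y peaks in GD15M_CM, 8 in GD15M_LM and 12 in CD15M_CM, and H3K27ac had 20, 7 and 11. Male cells or DNA would mark male-specific genes, but only 2 of the 13 genes listed for this test have a place in the annotation, EIF1AY and SRY, and 0 of them had an H3K4me3 peak in any group. With so few genes this explanation cannot be told apart from the others. Reads of other chromosomes placed on the Y at fixed positions would give the same peaks in each group. Of the 71 Y peaks, 76.1% overlapped a Y peak of the same mark in another group. Of the 320693 other peaks of the 6 lists 79.2% did so, so the overlap does not separate placement at fixed positions from any signal the groups share, and both stay open. Of the Y peaks, 85.9% lie up to the end of XG at 7691114, and whether X and Y share sequence there was not tested. The design gives no biological explanation, and none was tested.

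On the unplaced scaffold AEMK02000333.1, GD15M_CM had 7 peaks over both marks, 2 for H3K4me3 and 5 for H3K27ac. GD15M_LM had 1 of each and CD15M_CM had 0 of each, a signal outside the genes the paper discusses. The strongest GD15M_CM peak had a fold enrichment of 20.2. A sequence missing from the cyclic gilts would leave peaks in both layers of the pregnant gilts, if both layers mark it. Of the 16 H3K4me3 regions of Table S4 with no signal in CD15M_CM, 25.0% (95% Wilson interval 10.2 to 49.5) hold a GD15M_LM peak, below the 80% set for this explanation. Among the 601 other regions higher in GD15M_CM, 82.4% hold one. The low share would argue against missing sequence only if both layers would mark these regions, which was not tested. Missing sequence therefore stays open for these regions. It also stays open for this scaffold, on which GD15M_LM does have weaker peaks. With 2 gilts per group, a variant between animals and a response to pregnancy in the circular layer both stay open and were not tested.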

How the results depend on the processing

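No paired analysis was possible because replicates were pooled before peak calling, and for the same reason leaving out 1 replicate in turn cannot be done for these lists. No result has a test, so results are described by whether they moved beyond their 95% Wilson interval, or for counts beyond 1.5 times. Unless a cause is named, the cause was not tested.

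Peak counts in the order GD15M_CM, GD15M_LM, CD15M_CM fell under the strict threshold to 15753, 16598 and 16484 for H3K4me3 and 9711, 11306 and 10200 for H3K27ac, because it removes peaks by construction. It also changed their order: for both marks GD15M_LM had the fewest peaks before and the most after. Merging gave 21403, 22708 and 23867 for H3K4me3 and 51250, 40469 and 54375 for H3K27ac, and both counts of GD15M_LM stayed within the limit. For H3K4me3 it also turned round the order of GD15M_CM and GD15M_LM, which had 33599 and 31910 peaks before merging.

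The share of peaks near a gene end moved in all 6 lists under every alternative. In the same order of groups, H3K4me3 then H3K27ac, it was 82.0%, 79.1%, 80.5%, 67.2%, 66.6% and 61.9% with the strict threshold, so that most H3K27ac peaks lay near gene ends only there. By construction it was lower with a window of 1 kb (46.3%, 47.4%, 44.0%, 23.4%, 28.5% and 23.0%), with protein-coding genes (65.6%, 61.7%, 60.9%, 32.0%, 36.1% and 30.8%) and from the peak centre (66.9%, 63.1%, 62.1%, 34.6%, 38.6% and 33.0%).

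Shared peaks are given as GD15M_CM in CD15M_CM, CD15M_CM in GD15M_CM, GD15M_CM in GD15M_LM and GD15M_LM in GD15M_CM. With an overlap of at least 50%, which lowers them by construction, the shares were 75.6%, 58.5%, 68.9% and 62.5% for H3K4me3 and 59.3%, 51.3%, 43.3% and 62.9% for H3K27ac. With the strict threshold they were 93.3%, 86.8%, 91.8% and 84.7%, and 50.8%, 47.8%, 56.0% and 48.0%. This turned round the order for H3K27ac, where GD15M_CM shared more peaks with CD15M_CM before and with GD15M_LM after. With top peaks they were 80.2%, 70.6%, 76.7% and 69.5%, and 67.4%, 63.4%, 60.6% and 62.9%.

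Ranking by −log10 p raised the share of regions that followed the paper's tables to 89.7% (Table S4, H3K4me3), 92.1% and 98.7% (Table S5 between the layers, H3K4me3 and H3K27ac) and 91.2% (Table S5, pregnant and cyclic), and the Table S4 H3K27ac share stayed at 100%. With top peaks, the Table S5 H3K27ac share between the layers was 86.6%, and the 4 other shares stayed within their intervals. Regions left without a peak in either list count as not following the tables.

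For DEGs between the layers, ranking by −log10 p gave 77.4% (H3K4me3, up in GD15M_CM), 83.0% (H3K4me3, up in GD15M_LM) and 75.2% (H3K27ac, up in GD15M_CM). Top peaks gave 65.8%, 79.9% and 57.8% for the same lists and 75.2% for H3K27ac, up in GD15M_LM. All 4 shares between pregnant and cyclic muscle, and all 8 with a window of 1 kb, stayed within their intervals. In each of these settings at most 1 of 10000 random lists reached the observed share. The 14 named genes kept the direction of their H3K4me3 difference under both alternative rankings. The contraction, immune and reporter genes were also ranked by any peak of the whole gene and 3 kb on both sides, which was chosen after seeing the data. The H3K4me3 counts were as before, 7 of 9 higher in GD15M_LM and 17 of 17 and 10 of 10 higher in GD15M_CM. Depth limits the comparison of peak numbers between lists, and no list called at equal depth was used here.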

Other observations

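In the tests of this part, the comparison of read numbers, the GD15M_LM peaks without a counterpart, the counts below the strict threshold and the count of DEGs with a region by comparison were chosen only after the result was seen. All patterns here were found and examined in the same pooled libraries, and differences between groups of 2 gilts stay open for each.

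GD15M_LM had fewer H3K27ac peaks than GD15M_CM. Fewer reads in its H3K27ac libraries are excluded, since these hold 1.27 times the high-quality reads of GD15M_CM. Its pooled IgG control is smaller, with 43782421 high-quality reads against 54607208 in GD15M_CM and 58135162 in CD15M_CM, and an effect of depth through the control was not tested and stays open. Weak peaks that stayed under the calling threshold would leave few strong peaks without a counterpart. Of the 38154 GD15M_CM peaks with none, 12.7% (95% Wilson interval 12.4 to 13.0) lie among the top 25% of their list by fold enrichment, above the 5% set beforehand for this explanation. However, 6.17% (5.81 to 6.56) of the 15713 GD15M_LM peaks without a GD15M_CM peak do so too, and strong peaks without a counterpart on both sides do not say why 1 list is shorter. By count, the gap of 22867 peaks lies below the strict threshold, where GD15M_CM had 70166 peaks and GD15M_LM 45704, while above it GD15M_LM had more (11306 against 9711). Whether the weak peaks stayed under the calling threshold in GD15M_LM or reflect a difference between the layers stays open.

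Every region of Table S5 goes in the direction of its DEG. A possible explanation is that regions that go against their DEG were left out of the table. Of the 126 promoter regions of DEGs in the complete Table S4 sheet, 1 goes against its DEG, at JAKMIP1 (picked out after its values were seen), and is missing from Table S5. The paper's Fold there is 2.17 and its log2 fold change of expression −1.82. With 125 of 126 (99.2%; 95.6 to 99.9) in the direction of expression, leaving it out hardly changes the pregnant and cyclic comparison. The layers could not be examined in this way.

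Promoters of immune genes ranked higher in GD15M_CM than in CD15M_CM, and more T cells in the pregnant circular muscle are a candidate explanation. The 7 T cell markers the paper does not name all ranked higher, with a median H3K4me3 difference of 15.4 percentile points, against −15.4 to 2.42 in the middle 95% of random gene lists, and 0 of 10000 reached it. All 11 placed markers of the list, 4 of them named by the paper, gave 15.4 too. CD3G shares its best peak with CD3D, which the paper names. In GD15M_CM the highest of these 7 percentiles were 68.0 at CD3G and 65.9 at CD2. Macrophage and B cell markers (−5.75; random −14.4 to 5.80) and endothelium markers (−5.44; 5428 of 10000 random lists at or above) stayed within the random lists, and smooth muscle markers, 3 of 12 named by the paper, lay below them (−12.8; random −10.8 to 6.87). By expression, however, 3 macrophage and B cell markers (CD14, AIF1 and CD79A) are DEGs of the paper upregulated in GD15M_CM against CD15M_CM. The T cell list has as many (3), but these are CD3E, CD8A and LCK, which the paper names. None of the 7 T cell markers it does not name is a DEG in this comparison. A wider rise of immune cells therefore stays open. Against GD15M_LM the 7 markers gave 4.61, which 1901 of 10000 random lists reached. By expression, 6 of the 12 listed T cell markers are DEGs of the paper upregulated in GD15M_CM against GD15M_LM and 0 are upregulated in GD15M_LM. Their log2 fold changes lie between 1.13 and 2.17, and CD2 and CD247 among them are not named by the paper. More T cells in the circular than in the longitudinal layer therefore stay open. Activation of the same cells and more cells were not separated.

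Promoters also ranked differently in GD15M_CM and GD15M_LM, and endometrial epithelium carried into the circular muscle may contribute. All 12 uterine epithelium markers ranked higher in GD15M_CM, with a median H3K4me3 difference of 25.1 percentile points (random −7.84 to 9.55; 0 of 10000 lists reached it). Their median percentile was 80.4 in GD15M_CM, 59.0 in GD15M_LM and 77.8 in CD15M_CM, and for H3K27ac 76.2, 26.0 and 67.0. Of the 12 genes, 10 are DEGs of the paper upregulated in GD15M_CM against GD15M_LM, with the paper's log2 fold changes between 3.77 and 5.51, among them CLDN3 (5.51) and KRT8 (4.24). Against CD15M_CM the difference was 5.66 (random −9.69 to 5.44; 218 of 10000 reached it). Glands that belong to the inner layer and tissue carried over in dissection were not separated. Smooth muscle markers ranked lower in GD15M_CM (−12.3; random −8.61 to 10.5), and endothelium (−2.04), macrophage and B cell (−2.13) and all T cell markers (6.27) stayed within the random lists.

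Mesothelium of the serosa carried into the longitudinal muscle would raise its markers in GD15M_LM. The 4 of 7 placed markers with a peak had a median difference of 12.5 toward GD15M_CM (random −12.8 to 12.6), but 2 of the 4 ranked higher in each layer, so the test leaves this explanation open. Against CD15M_CM the difference was −5.29 (random −15.7 to 8.59). WT1, the only marker of this list among the paper's DEGs between the layers, is upregulated in GD15M_LM and also ranked higher there (99.2 against 91.5).

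Of the 825 DEGs upregulated in GD15M_LM, 80.4% (95% Wilson interval 77.5 to 82.9) have an H3K4me3 region between the layers in Table S5. Of the 1019 upregulated in GD15M_CM against GD15M_LM only, 46.6% (43.6 to 49.7) have one, and of the 114 upregulated against both other groups 22.8% (16.1 to 31.3). Of the 13 immune genes of section 3.3 upregulated in GD15M_CM against GD15M_LM, 0 have one (interval up to 22.8%), and 8 of the 13 rank higher in GD15M_CM.

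Among the H3K4me3 peaks of highest fold enrichment were those at ROCK2 (43.4) and ZBTB10 (43.2) in GD15M_CM, at PPP4R3A (53.2), DEGS2 and YY1 (51.9) and PTPN22 and RSBN1 (51.9) in GD15M_LM, and at FAM53C and KDM3B (59.1), DEGS2 and YY1 (56.7) and PPP4R3A (56.4) in CD15M_CM. For H3K27ac they were at NEMF (23.7), chromosome X 1084892 to 1085562 (18.3) and ALAS1 (16.4) in GD15M_CM, at AIMP1 and TBCK (14.0), ZER1 (13.8) and near FOXJ2 (13.7) in GD15M_LM, and at ZNF592 (14.3), on chromosome 13 (12.3) and on chromosome 1 (11.9) in CD15M_CM. Of the peaks given here, the one on chromosome X had no CD15M_CM peak, and the others overlapped a peak in all 3 groups.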
